# The transcription factor Gli3 promotes B cell development in fetal liver through repression of Shh

**DOI:** 10.1084/jem.20160852

**Published:** 2017-07-03

**Authors:** Anisha Solanki, Ching-In Lau, José Ignacio Saldaña, Susan Ross, Tessa Crompton

## Abstract

Before birth, B cells develop in the fetal liver (FL). In this study, we show that Gli3 activity in the FL stroma is required for B cell development. In the Gli3-deficient FL, B cell development was reduced at multiple stages, whereas the Sonic hedgehog (Hh [Shh])–deficient FL showed increased B cell development, and Gli3 functioned to repress *Shh* transcription. Use of a transgenic Hh-reporter mouse showed that Shh signals directly to developing B cells and that Hh pathway activation was increased in developing B cells from Gli3-deficient FLs. RNA sequencing confirmed that Hh-mediated transcription is increased in B-lineage cells from Gli3-deficient FL and showed that these cells expressed reduced levels of B-lineage transcription factors and B cell receptor (BCR)/pre-BCR–signaling genes. Expression of the master regulators of B cell development Ebf1 and Pax5 was reduced in developing B cells from Gli3-deficient FL but increased in Shh-deficient FL, and in vitro Shh treatment or neutralization reduced or increased their expression, respectively.

## Abstract (precis)

Solanki et al. show that stromal activity of the transcription factor Gli3 is required for B cell development in the fetal liver. Gli3 functions to repress Shh expression, and Shh signals to developing B cells to regulate their development at multiple developmental stages.

## Introduction

During B cell development in the fetal liver (FL), hematopoietic stem cells, defined as lineage-negative Sca-1^+^ c-Kit^+^ cells, mature to gain expression of IL-7Rα (CD127) and are known as common lymphoid progenitor (CLP) cells (Egawa et al., 2001; Mebius et al., 2001). However, this population is multipotent and still contains cells with potential for both lymphoid and myeloid lineages (Mebius et al., 2001). Commitment to the B cell lineage first occurs on embryonic day 12.5 (E12.5), as cells mature to initially express CD19 or B220 and are defined as either B-1 (CD19^+^B220^lo-neg^) or B-2 (CD19^−^B220^+^) lineage cells (Egawa et al., 2001; Dorshkind and Montecino-Rodriguez, 2007; Montecino-Rodriguez and Dorshkind, 2012). B-1 cell development is more prominent in the FL and fetal BM, whereas B-2 cells are mainly produced in the adult BM (Montecino-Rodriguez and Dorshkind, 2012).

Both B-1 and B-2 progenitors mature into B220^+^CD19^+^ double-positive cells, which undergo immunoglobulin heavy chain gene rearrangement to give rise to the first cells that express cell surface µH (pre-BCR; Dorshkind and Montecino-Rodriguez, 2007; Montecino-Rodriguez and Dorshkind, 2012). This pre–B cell population can also be identified by cell surface expression of BP-1, before rearrangement of the light chain locus and cell surface expression of IgM (Hardy and Hayakawa, 2001; Dorshkind and Montecino-Rodriguez, 2007; Montecino-Rodriguez and Dorshkind, 2012).

Here, we investigate the role of Sonic hedgehog (Hh [Shh]) and the transcription factor Gli3 in the regulation of B cell development in the FL. Shh is one of three mammalian Hh proteins (Shh, Indian Hh [Ihh], and Desert Hh [Dhh]) that share a common signaling pathway (Ingham et al., 2011; Ramsbottom and Pownall, 2016). Hh proteins signal by binding to their cell surface receptor Patched1 (Ptch1), thereby releasing Ptch1’s repression of Smoothened (Smo), allowing Smo to transduce the Hh signal. At the end of the signaling pathway are the Hh-responsive transcription factors Gli1, Gli2, and Gli3 (Ingham et al., 2011). *Gli1* is itself an Hh-target gene and encodes an activator of transcription (Park et al., 2000), whereas Gli2 and Gli3 can be processed to function as transcriptional activators (Gli2A/Gli3A, in the presence of Hh pathway activation) or transcriptional repressors (Gli2R/Gli3R, in the absence of Hh pathway activation; Sasaki et al., 1999). Gli2 is required to initiate the Hh signal and functions largely as a transcriptional activator in vivo (Park et al., 2000; Bai et al., 2002). In contrast, Gli3 functions predominantly as a transcriptional repressor in vivo (Wang et al., 2000). The pathway has multiple positive and negative feedback mechanisms, and *Ptch1* is itself an Hh-target gene, functioning to sequester Hh proteins and limit activation of the pathway (Ingham et al., 2011).

Gli3 can have both Hh-independent and Hh-dependent functions (te Welscher et al., 2002; Hager-Theodorides et al., 2009). Gli3R functions to limit Hh pathway activation in many tissues (Wang et al., 2000; Ahn and Joyner, 2004; Hager-Theodorides et al., 2009). There are at least two distinct mechanisms by which Gli3R can limit Hh signaling: it may repress expression of Hh genes in the Hh-producing cell via repression of Hh-activating genes, thus limiting Hh protein concentration in the tissue. For example, during prepatterning of the limb bud, Gli3R spatially limits the expression of dHand, an activator of *Shh* gene expression (te Welscher et al., 2002). Alternatively, when Gli3 is expressed in the signal-receiving cell, the concentration of Gli3R in a given cell increases the further away the cell is located from the Hh-secreting source, resulting in correspondingly increased repression of Hh-target genes (Wang et al., 2000; te Welscher et al., 2002). In fact, in many tissues, such as thymus and limb bud, Shh and Gli3 have opposing functions, with Shh deficiency and Gli3 deficiency giving opposite phenotypes (Wang et al., 2000; Shah et al., 2004; Hager-Theodorides et al., 2005, 2009; Barbarulo et al., 2016). Here, we show that Gli3 expressed in the FL stroma promotes B-lineage commitment of hematopoietic progenitor cells and B cell development by suppression of Shh signaling.

## Results

### Impaired B-lineage commitment in the Gli3-deficient FL

The Hh-responsive transcription factor Gli3 is expressed in mouse FL (Cridland et al., 2009) and human FL and BM (Fig. S1 A; Su et al., 2004). Microarray expression profiles from the Immgen database show expression of *Smo*, *Ptch1*, and the *Gli* transcription factors in mouse E15 FL hematopoietic stem cells, CLPs, and pro–B (CD19^+^µH^−^) and pre–B (CD19^+^µH^+^) cells (Fig. S1, B–F; Heng et al., 2008). Therefore, to investigate the role of Gli3 in fetal B cell development, we analyzed B-lineage markers in Gli3^−/−^, Gli3^+/−^, and Gli3^+/+^ (WT) littermate E18.5 FL. We found statistically significant gene dose–dependent decreases in the proportions of the CD19^+^ cells, B220^+^ cells, and CD19^+^B220^+^ cells in the E18.5 *Gli3*-mutant FL (Fig. 1, A–E). The Gli3^−/−^ FL also showed a significant decrease in the proportion of CD19^−^B220^+^ B2 progenitor cells (Fig. 1, C and E). Additionally, the proportion of CD19^+^ cells that expressed the cell surface heavy chain µH was significantly reduced in the *Gli3*-mutant FL compared with WT (Fig. 1, D and F).

**Figure 1.**
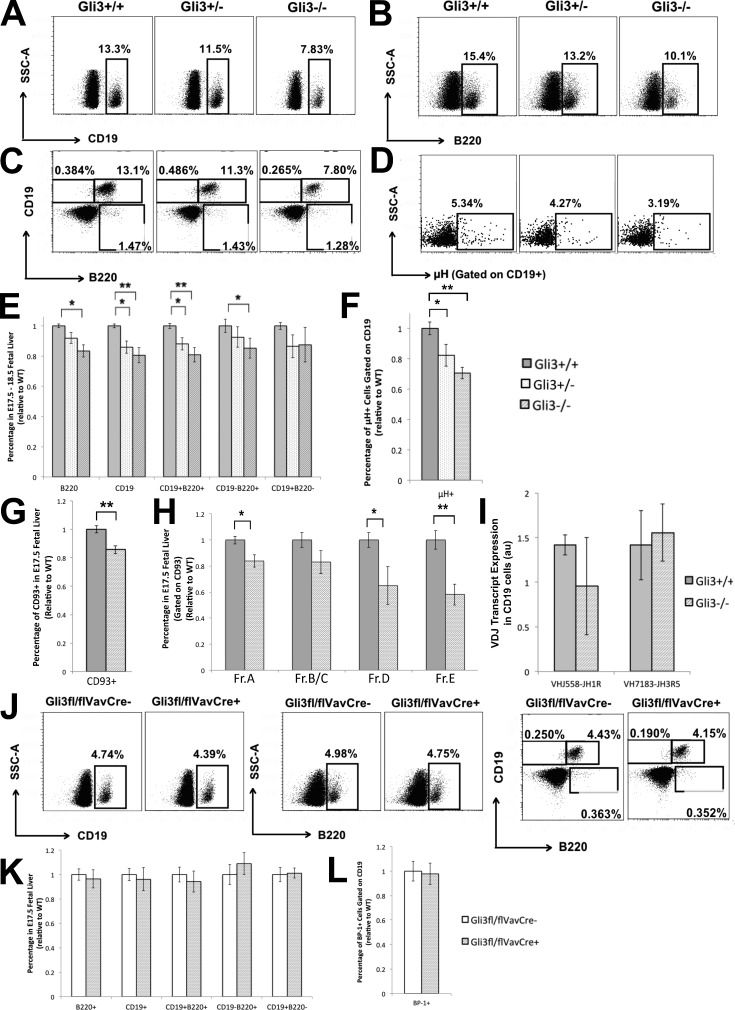
**B lineage development in E18.5 and E17.5 Gli3^+/+^, Gli3^+/−^, and Gli3^−/−^ and E17.5 *Gli3^fl/fl^*VavCre^+^ FL.** (A–F) Flow cytometry profile of E18.5 FL from Gli3^+/+^ (WT), Gli3^+/−^, and Gli3^−/−^ littermates after red blood cell lysis from a representative experiment. (A–D) Dot plots: SSC against CD19 (A), SSC against B220 (B), CD19 versus B220 (C), and SSC against μH gated on CD19^+^ cells (D). (E and F) Bar charts: mean percentage of FL populations, relative to mean of WT littermates ± SEM, giving statistical significance by Student’s *t* test compared with WT littermate FL for: B220^+^ (Gli3^−/−^, P = 0.02), CD19^+^ (Gli3^+/−^, P = 0.03; Gli3^−/−^, P = 0.002), CD19^+^B220^+^ (Gli3^+/−^, P = 0.05; Gli3^−/−^, P = 0.001), CD19^−^B220^+^ (Gli3^−/−^, P = 0.02), CD19^+^B220^−^ (E) and µH gated on CD19^+^ cells (Gli3^+/−^, P = 0.05; Gli3^−/−^, P = 0.001), from E17.5 and E18.5 Gli3^+/−^ (*n* = 25), Gli3^−/−^ (*n* = 14), and Gli3^+/+^ (*n* = 15). (G and H) Bar chart: mean ± SEM of FL populations, relative to mean of WT littermates, giving statistical significance by Student’s *t* test for Gli3^−/−^ (*n* = 4) and WT (*n* = 3), where G shows percentage of CD93^+^ cells (Gli3^−/−^, P = 0.008) and H shows four populations, gated on CD93^+^. For fraction A (Fr.A): Gr1^−^, Mac1^−^, Ter119^−^, CD71^−^, ckit^+^, and CD127^+^ (P = 0.03); fraction B/C: CD19^+^, HSA^+^, CD43^+^, and BP-1^−^; fraction D: CD19^+^, HSA^+^, CD43^+^, and BP-1^+^ (P = 0.03); and fraction E: CD19^+^HSA^+^μH^+^ (P = 0.002). (I) Bar chart: mean ± SEM of Q-RT-PCR analysis of VDJ recombination in FACS-sorted FL CD19^+^ cells from WT (*n* = 4) and Gli3^−/−^ (*n* = 4) littermates, normalized relative to HS5 primers for two different VDJ recombination transcripts: VHJ558-Fw and JH1R, and VH7183-Fw and JH3R5. au, arbitrary units. (J) Flow cytometry profile of E17.5 FLs from control (*Gli3^fl/fl^*VavCre^−^) and Gli3coKo (*Gli3^fl/fl^*VavCre^+^) littermate embryos from a representative experiment. (K and L) Bar charts: mean percentage, relative to mean of WT littermates ± SEM, of B220^+^, CD19^+^, CD19^+^B220^+^, CD19^−^B220^+^, CD19^+^B220^−^ (K) and BP-1^+^ gated on CD19^+^ cells (L), from Gli3coKO (*Gli3^fl/fl^*VavCre^+^; *n* = 8) and control (*Gli3^fl/fl^*VavCre^−^; *n* = 8) littermates. There were no significant differences by Student’s *t* test. *, P ≤ 0.05; **, P ≤ 0.01.

We further characterized early B cell development by staining against the B-lineage marker CD93 and then subdividing the CD93^+^ population by expression of ckit, CD127, heat stable antigen (HSA), CD43, and BP-1, in addition to CD19 and µH expression, to identify four fractions of increasing maturity (Fig. 1, G and H). The overall proportion of CD93^+^ cells (B lineage committed) was significantly reduced in the Gli3^−/−^ FL compared with WT (Fig. 1 G). Gating on these CD93^+^ cells, the proportion of the early ckit^+^CD127^+^ population (fraction A) was also significantly reduced in the Gli3^−/−^ FL compared with WT, as were the later CD43^+^CD19^+^HSA^+^BP-1^+^ (fraction D) and CD19^+^HSA^+^µH^+^ populations (fraction E; Fig. 1 H).

As Gli3 deficiency influenced early B cell maturation and reduced the proportion of µH^+^ B-lineage cells, we used quantitative RT-PCR (Q-RT-PCR) to test whether heavy chain rearrangements were reduced in FACS-sorted CD19^+^ cells from Gli3^−/−^ and WT littermates. We quantified rearrangements between two different VH to JH segments and found no evidence for reduced gene rearrangement in developing B cells from the Gli3-deficient FL (Fig. 1 I).

### Gli3 activity is not required for B cell development in the hematopoietic compartment of the FL

To investigate whether the reduction in B cell development in the *Gli3*-mutant FL is caused by cell-intrinsic Gli3 activity in the hematopoietic compartment or caused by Gli3 activity in the nonhematopoietic compartment (stroma), we used the Cre-loxP system to conditionally delete *Gli3* from the hematopoietic lineage in *Gli3^fl/fl^* VavCre^+^ (Gli3coKO) embryos. We found no significant difference in B cell differentiation between the control (Cre negative) and Gli3coKO FL, and the proportion of cells that expressed CD19, B220, and BP-1 was not different between control and Gli3coKO (Fig. 1, J–L). Therefore, Gli3 activity in the FL stroma, rather than hematopoietic cell–intrinsic activity, regulates B cell differentiation.

### Increased Hh signaling in the *Gli3*-mutant FL

As Gli3 can have Hh-independent and Hh-dependent functions and can act to limit Hh pathway activation, we tested whether the *Gli3*-mutant FL had increased levels of Hh pathway activation by measuring the transcription of Hh pathway components and target genes by Q-RT-PCR from the tissue (Fig. 2, A–D). The Hh-target genes, the transcription factor *Gli1*, and the Hh receptor *Ptch1* were increased in the Gli3^−/−^ FL compared with WT, as was the Hh-responsive transcription factor *Gli2* (Fig. 2, A–C). Transcription of *Shh* was also increased, consistent with Gli3 functioning to repress *Shh* expression (Fig. 2 D). Then, we FACS-sorted CD45^+^CD19^+^ (B lineage) and nonhematopoietic CD45^−^ (stroma) cells from Gli3^−/−^ and littermate WT FL and compared expression of Hh pathway components and target genes (Fig. 2, E–H). Expression of *Gli1* was higher in nonhematopoietic WT cells than in the CD19^+^ population, and its expression was increased in the Gli3-deficient populations, with greater increase in the nonhematopoietic (stromal) Gli3-deficient compartment (Fig. 2 E). *Gli2* expression was approximately fivefold higher in the stromal cells of the Gli3-deficient FL compared with WT and was relatively very low in the CD19^+^ fraction (Fig. 2 F). In contrast, expression of *Ptch1* was increased in both populations sorted from Gli3^−/−^ compared with WT FL (Fig. 2 G). Expression of *Shh* was greatly up-regulated in the nonhematopoietic (stromal) component of the Gli3^−/−^ FL compared with WT, consistent with Gli3 functioning to repress *Shh* expression in the FL stroma (Fig. 2 H) and with a previous study on expression of Shh by Dlk^+^ hepatoblasts (Hirose et al., 2009). Although Gli3 and Gli2 can have overlapping or redundant functions in some tissues, we found no evidence for redundancy between Gli3 and Gli2 in repression of Shh expression in the stroma; in the absence of *Gli3*, *Shh* was up-regulated.

**Figure 2.**
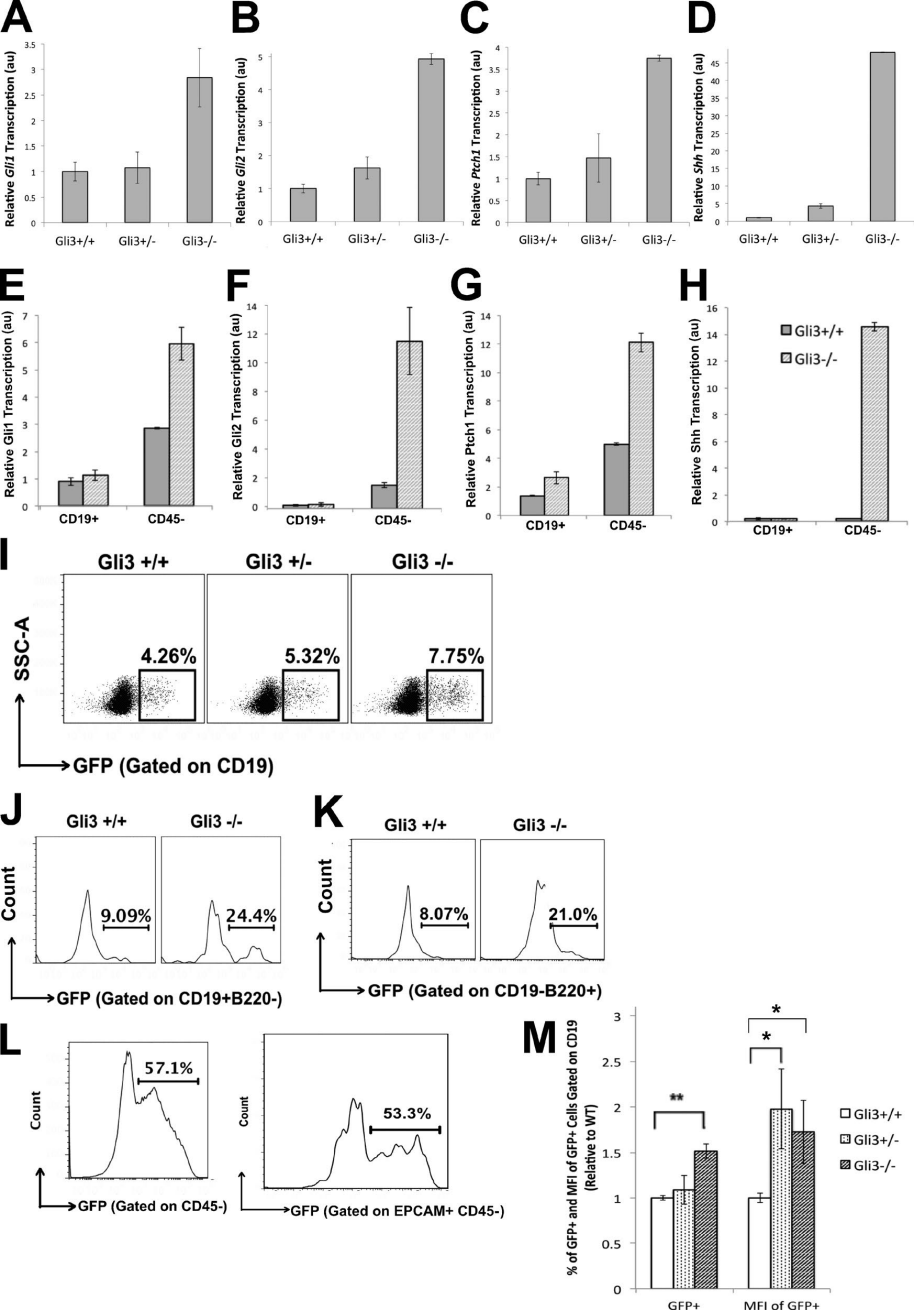
**Expression of Hh pathway components and active Hh signaling in E14.5 and E17.5 WT and *Gli3*-mutant FL.** (A–H) Bar charts: Representative experiments show mean ± SEM (*n* = 3) of Q-RT-PCR analysis from WT, Gli3^+/−^, and Gli3^−/−^ littermates for whole FL *Gli1* (A), *Gli2* (B), and *Ptch1* (C) on E17.5 and *Shh* on E14.5 (D) and for FACS-sorted CD19^+^ and CD45^−^ (stromal) cells for *Gli1* (E), *Gli2* (F), *Ptch1* (G), and *Shh* (H). au, arbitrary units. (I–M) Flow cytometric analysis of GFP expression in GBS-GFP–reporter transgenic E17.5 FL from WT, Gli3^+/−^, and Gli3^−/−^ littermates. (I) Dot plots: SSC versus GFP fluorescence, gated on CD19^+^ cells. (J and K) Histograms: expression of GFP in CD19^+^B220^−^ (J) and CD19^−^B220^+^ (K) in the Gli3^+/+^ and Gli3^−/−^ E17.5 FL. (L) Histograms: expression of GFP in the E17.5 WT FL stroma (CD45^−^; left) and CD45–epithelial cell adhesion molecule (EPCAM)^+^ stromal cells (right). (M) Bar charts: mean percentage and mean MFI ± SEM of GFP fluorescence in CD19^+^ cells, relative to the mean of WT. Gli3^+/−^, *n* = 4; Gli3^−/−^, *n* = 3; WT, *n* = 3. Differences are statistically significant by Student’s *t* test, compared with WT; for percentage of GFP^+^ in the CD19^+^ cells, for Gli3^−/−^, P = 0.002, and for the MFI of GFP on the CD19^+^ cells, for Gli3^+/−^, P = 0.03 and, for Gli3^−/−^, P = 0.04. *, P ≤ 0.05; **, P ≤ 0.01.

Given that transcription of Hh-target genes and *Shh* were up-regulated in the absence of Gli3, whereas the B cell progenitor populations were reduced, we tested whether developing B cells and stromal cells are undergoing active Hh signaling in the FL. We used Gli binding site (GBS)–GFP-transgenic reporter mice, in which GFP is expressed when activator forms of Gli proteins bind to the GBS in the transgene, to measure active Hh-dependent transcription (Balaskas et al., 2012). Approximately 4% of CD19^+^ cells expressed GFP in the WT FL (Fig. 2 I), and a higher level of GFP expression of ∼8% and ∼9% was observed in the CD19^+^B220^−^ (B-1 progenitors) and CD19^−^B220^+^ (B-2 progenitors), respectively (Fig. 2, J–K), suggesting that Hh signaling is higher in cells transitioning from the immature B1 and B2 progenitor stages toward the CD19^+^B220^+^ stage. High proportions of nonhematopoietic (CD45^−^) stromal FL cells (∼57%) and of the epithelial cell adhesion molecule^+^ subset of CD45^−^ FL cells (∼53%) expressed GFP (Fig. 2 L), confirming the Q-RT-PCR data, which indicated that Hh signaling is also active in the nonhematopoietic stromal compartment (Fig. 2, E and G). The proportion of GFP-expressing CD19^+^, CD19^+^B220^−^, and CD19^−^B220^+^ cells was significantly increased in the Gli3^−/−^ compared with WT (Fig. 2, I–K and M). However, there was no significant difference in the proportion of GFP^+^ cells between Gli3^+/−^ and WT (Fig. 2 M). The mean fluorescence intensity (MFI) of the CD19^+^GFP^+^ cells significantly increased from WT to Gli3^+/−^ and from WT to Gli3^−/−^, indicating higher Hh-dependent transcription in individual cells (Fig. 2 M).

### Hh signaling is a negative regulator of fetal B cell development

The Gli3^−/−^ FL had increased *Shh* transcription, increased expression of Hh-target genes, and increased GFP expression in developing B cells in the GBS-GFP reporter–transgenic embryos (Fig. 2). Thus, we tested whether increased Hh signaling reduces B cell development in vitro. We assessed B cell populations after 4 d in WT E17.5 FL organ cultures (FLOCs) treated with recombinant Shh (rShh) alone, with recombinant Hh-interacting protein (Hhip [rHhip]; to bind and neutralize endogenous Hh proteins in the cultures) alone, or treated with both rShh and rHhip, compared with control nontreated FLOCs (Fig. 3, A and B). Treatment with rShh significantly reduced the proportion of CD19^+^ cells from 26% in control cultures to 19.6% in rShh-treated FLOCs, whereas neutralization of endogenous Hh proteins by treatment with rHhip significantly increased the proportion of CD19^+^ cells to 31.3%. To confirm the specificity of the reagents and that the inhibitory effect of rShh was not the result of nonspecific toxicity, we added both reagents together and found that the proportion of CD19^+^ cells was not significantly different from control cultures (Fig. 3, A and B). The proportion of the B220^+^CD19^+^ and CD19^+^µH^+^ populations were also both significantly decreased compared with the control by rShh treatment and increased by rHhip treatment in FLOCs (Fig. 3, B–D). Therefore, to test whether the reduction in B cell development in the Gli3^−/−^ FL is caused by an increase in Hh proteins, we treated the Gli3^−/−^ FLOCs with rHhip to neutralize endogenous Hh proteins. The proportion of CD19^+^ cells was significantly increased compared with the untreated Gli3^−/−^ control (Fig. 3 E). This suggests that the reduction in B cell development in the Gli3 mutant was largely caused by an increase in Hh proteins in the FL and that Hh signaling negatively regulates B cell development in vitro.

**Figure 3.**
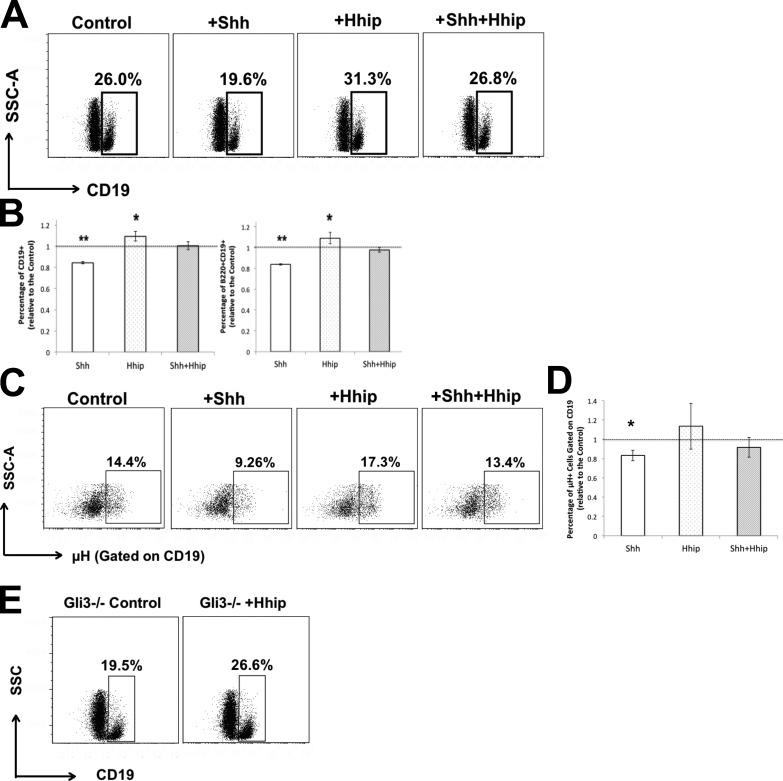
**Modulation of B cell development by rShh and rHhip treatment of WT and Gli3^−/−^ FLOCs.** (A–E) WT E17.5 FLOCs were treated with recombinant proteins, as stated, for 4 d and analyzed by flow cytometry. *n* = 4. (A) Dot plots: SSC versus CD19 staining in control (untreated) and treated with rShh, rHhip, and rShh + rHhip. (B) Bar charts: mean ± SEM, relative to the mean of control untreated FLOCs from littermates, showing statistical significance by Student’s *t* test compared with untreated for CD19^+^ cells (rShh treatment, P = 0.002; rHhip treatment, P = 0.04; left), and CD19^+^B220^+^ cells (rShh treatment, P = 0.002; rHhip treatment, P = 0.04; right). The dotted line indicates mean of untreated control WT. (C) Dot plots: µH^+^ gated on the CD19^+^ population in control (untreated) and treated with rShh, rHhip, and with rShh and rHhip together. (D) Bar chart: mean ± SEM, relative to the mean of control untreated FLOCs showing statistical significance by Student’s *t* test compared with untreated for µH^+^ gated on the CD19^+^ population (rShh treatment, P = 0.03). The dotted line indicates mean of untreated control WT. (E) Gli3^−/−^ FLOCs treated with rHhip and control untreated Gli3^−/−^ FLOCs were cultured for 4 d. Dot plots: SSC versus CD19 staining. Differences in the mean percentages were statistically significant between rHhip treatment and control untreated. P = 0.02 for CD19^+^ cells, and P = 0.03 for CD19^+^B220^+^ cells. *, P ≤ 0.05; **, P ≤ 0.01.

### B cell development in the Shh^−/−^ fetus

To test whether Shh negatively regulates B lineage development in vivo, we assessed B cell development in Shh^−/−^ FLs. Most Shh^−/−^ embryos die before E16, so we analyzed the E14.5 FL. Both Shh^−/−^ and Shh^+/−^ had significantly increased percentages of CD19^+^ cells, B220^+^ cells, and of the CD19^+^B220^+^, CD19^−^B220^+^, and CD19^+^B220^−^ populations compared with WT, with the heterozygote showing intermediate proportions (Fig. 4, A and B). The proportion of B lineage–committed CD93^+^ cells and the proportion of CD93^+^ cells that were CD19^+^ were significantly increased in the Shh^−/−^ FL compared with WT (Fig. 4 C). The proportion of CD19^+^BP1^+^ (Pre-B) cells was also significantly increased in the Shh^−/−^ E14.5 FL compared with WT (Fig. 4 D).

**Figure 4.**
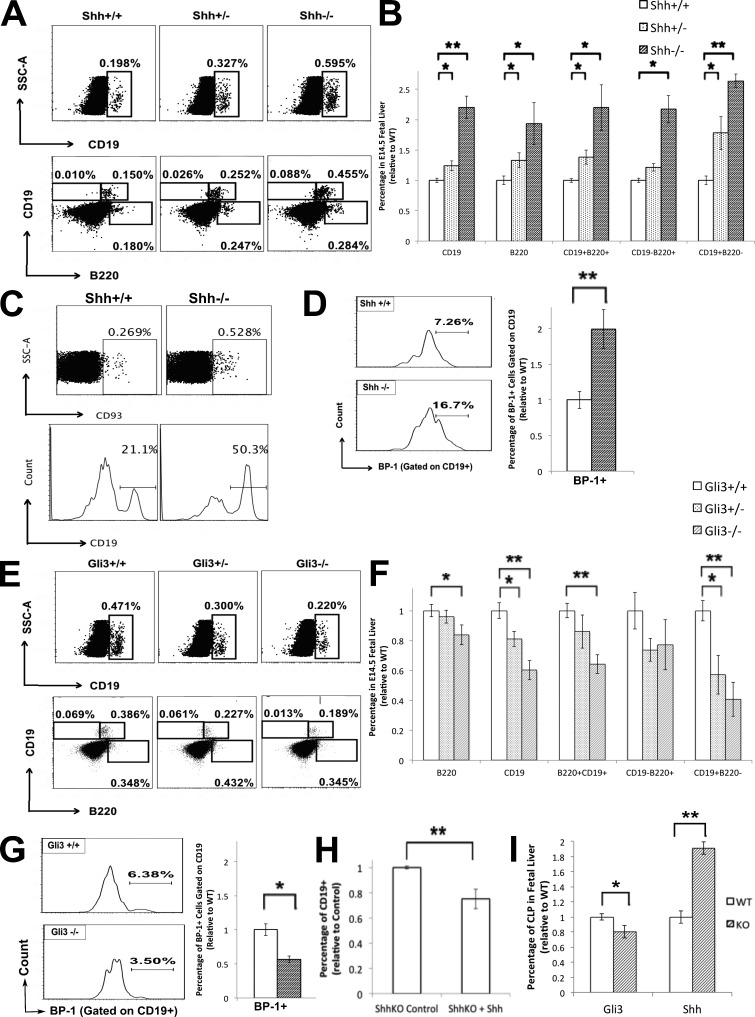
**B cell development in the E14.5 Shh-deficient and Gli3-deficient FL and Shh^−/−^ FLOC.** (A–D) Flow cytometry of E14.5 FLs from Shh^+/+^ (WT), Shh^+/−^, and Shh^−/−^ littermates. (A) Dot plots: SSC against CD19 staining (top) and CD19 staining against B220 staining (bottom). (B) Bar charts: relative mean percentage ± SEM, relative to the mean of WT littermates for Shh^−/−^ (*n* = 7), Shh^+/−^ (*n* = 10), and WT (*n* = 4) of populations stated, showing statistical significance compared with WT for CD19^+^ (Shh^+/−^, P = 0.03; Shh^−/−^, P = 0.002), B220^+^ (Shh^+/−^, P = 0.02; Shh^−/−^, P = 0.02), CD19^+^B220^+^ (Shh^+/−^, P = 0.03; Shh^−/−^, P = 0.02), CD19^−^B220^+^ (Shh^−/−^, P = 0.02), and CD19^+^B220^−^ (Shh^+/−^, P = 0.02; Shh^−/−^, P = 0.002) cells. (C, top) Dot plot: SSC against CD93 staining. (Bottom) histogram: CD19 staining gated on CD93. Both populations are statistically significant, relative to WT (P = 0.05 and P = 0.03, respectively). (D) Histogram: BP-1 staining gated on CD19. Bar chart: mean percentage ± SEM of this population, showing statistical significance relative to the mean of WT littermate for Shh^−/−^ (P = 0.003). (E and F) Flow cytometry of E14.5 FL from Gli3^+/+^ (WT), Gli3^+/−^, and Gli3^−/−^ littermates. For Shh^−/−^, *n* = 7; WT, *n* = 4. (E) Dot plots show SSC against CD19 staining (top) and CD19 staining against B220 staining (bottom). (F) Bar charts show the relative mean percentage ± SEM, relative to the mean of WT littermates of the populations stated, showing statistical significance relative to WT for B220^+^ (Gli3^−/−^, P = 0.04), CD19^+^ (Gli3^+/−^, P = 0.04; Gli3^−/−^, P = 0.003), CD19^+^B220^+^ (Gli3^−/−^, P = 0.003), CD19^−^B220^+^ (not significant), and CD19^+^B220^−^ (Gli3^+/−^, P = 0.03; Gli3^−/−^, P = 0.003). For Gli3^+/−^, *n* = 10; Gli3^−/−^, *n* = 9; Gli3^+/+^, *n* = 7. (G) Histogram: BP-1 staining gated on CD19. Bar chart: mean percentage ± SEM of this population, showing statistical significance relative to the mean of WT littermates for Gli3^−/−^ (P = 0.03). For Gli3^−/−^, *n* = 9; Gli3^+/+^, *n* = 7. (H) Shh^−/−^ FLOCs were treated with rShh for 4 d. Bar chart: mean (relative to mean of control cultures) percentage ± SEM of CD19^+^ cells. The difference was statistically significant by Student’s *t* test (P = 0.008; *n* = 4). (I) Bar charts: mean percentage ± SEM of CD117^+^CD127^+^ CLP cells in E17.5 Gli3^−/−^ (*n* = 9; P = 0.02) and E14.5 Shh^−/−^ (*n* = 4; P = 0.002) FLs, relative to their respective WT littermates. Shaded bars are knockout, and unshaded bars are WT. *, P ≤ 0.05; **, P ≤ 0.01.

As expected, the E14.5 *Gli3*-mutant FL showed the opposite phenotype, with significantly decreased CD19^+^, B220^+^, CD19^+^B220^+^, CD19^+^B220^−^, and CD19^+^BP1^+^ populations compared with WT littermates (Fig. 4, E–G). Treatment of E14.5 Shh^−/−^ FLOCs with rShh for 4 d reduced the proportion of CD19^+^ cells compared with the untreated control FLOCs (Fig. 4 H), confirming that Shh negatively regulates B cell development.

As Shh inhibited B cell development in B-committed populations, we investigated the impact of Shh deletion and Gli3 deletion on the development of CLPs. We analyzed the proportion of CLPs, defined by the surface markers Lin^−^CD117^+^CD127^+^, and found a significant increase in the CLP population in the Shh-deficient FL and decrease in the Gli3-deficient FL, relative to their WT littermates (Fig. 4 I). Collectively, our experiments indicate that Gli3 and Shh influence B cell development from the CLP populations through to the CD19^+^B220^+^pre-BCR^+^ stage of development.

### Conditional deletion of *Shh* from the hematopoietic compartment of the FL does not increase B cell development

To investigate whether the increase in B cell development in the E14.5 Shh^−/−^ FL is caused by cell-intrinsic loss of Shh expression in the hematopoietic compartment or caused by loss of Shh secretion by the nonhematopoietic compartment (stroma), we used the Cre-loxP system to conditionally delete *Shh* from the hematopoietic lineage in *Shh^fl/fl^*VavCre^+^ (ShhcoKO) embryos. We found no significant differences in B cell differentiation between the control (Cre negative) and ShhcoKO E14.5 FL and no significant differences in the proportions of cells that expressed CD19, B220, and BP-1 and in the proportion of CLPs between control and ShhcoKO (Fig. 5, A–C). We likewise found no significant differences in B cell populations defined by cell surface expression of CD19, B220, and µH on E16.5 and E18.5 and no significant difference in the proportion of CLPs on E18.5 between ShhcoKO and WT (Fig. 5, D–H). Therefore, it is *Shh* expression by the FL stroma, rather than hematopoietic cell–intrinsic Shh expression, that regulates B cell differentiation. This is consistent with the increase in Shh expression observed in the Gli3^−/−^ FL stroma compared with WT (Fig. 2 H) and with the fact that conditional deletion of Gli3 from the hematopoietic compartment has no influence on B cell differentiation (Fig. 1, J–L). Collectively, these experiments indicate that Gli3 activity in the FL stroma promotes B cell development by repression of Shh expression in the stroma.

**Figure 5.**
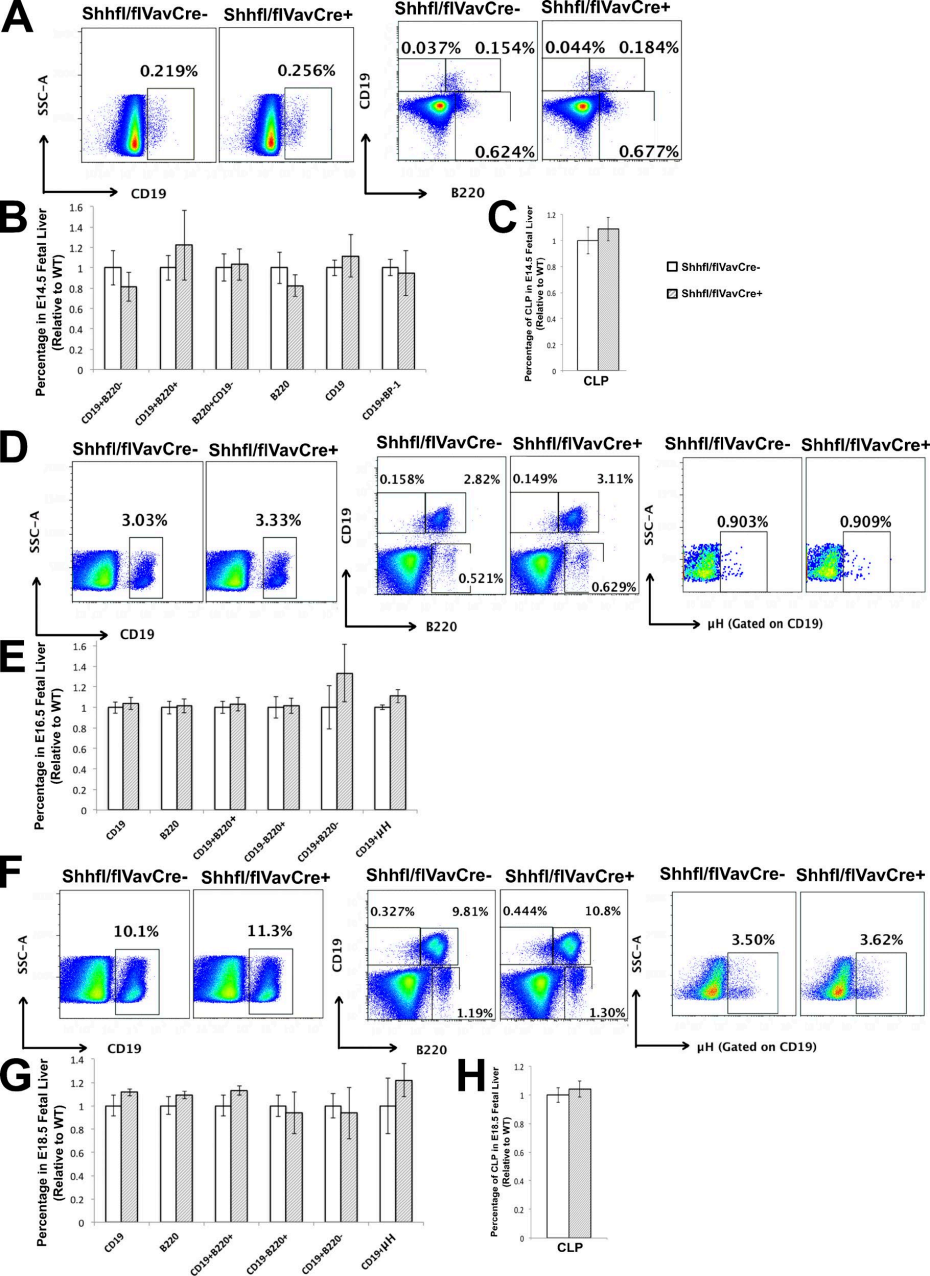
**B cell development in the *Shh^fl/fl^*VavCre FL.** (A–H) Flow cytometry of the E14.5 FL (A–C), E16.5 FL (D and E), and E18.5 FL (F–H) from *Shh^fl/fl^*VavCre^−^ (E14.5, *n* = 5; E16.5, *n* = 3; E18.5, *n* = 5) and *Shh^fl/fl^*VavCre^+^ (E14.5, *n* = 3; E16.5, *n* = 5; and E18.5, *n* = 3) littermates. (A, D, and F) Dot plots: SSC against CD19 staining (left), CD19 staining against B220 staining (middle), and µH staining for D and F (right). (B, E, and G) Bar charts: mean percentage, relative to mean of WT littermates ± SEM of the B220^+^, CD19^+^, CD19^+^B220^+^, CD19^−^B220^+^, CD19^+^B220^−^, CD19^+^BP-1^+^, and CD19^+^µH^+^ populations. (C and H) Bar charts: mean percentage ± SEM of Lin^−^CD117^+^CD127^+^ CLPs. There were no significant differences by Student’s *t* test. Shaded bars are Cre^+^, and unshaded bars are Cre^−^.

### *Gli3* mutation inhibits transcription of B cell–lineage commitment, signaling, and maturation genes

To investigate the mechanisms of action of Gli3 on B cell development, we measured transcription in developing B cells in the *Gli3*-mutant FL. We used RNA sequencing to analyze whole-genome expression in FACS-sorted CD19^+^B220^+^ FL B cells in the WT and *Gli3* mutants. 

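*Cd19*, which encodes a coreceptor of the B cell antigen receptor, was at 479 ± 6.39 RPKM in WT, 455 ± 45.4 in Gli3+/-, and 488 ± 3.05 in Gli3-/- (SD, n = 2 libraries per genotype). Its log2 fold change in Gli3-/- against WT was 0.03 (adjusted p = 0.931), and −0.01 after quantile normalization of the libraries. Transcripts of other blood cells were present in every library. The neutrophil gene *S100a9* was at 1238 ± 85.3 RPKM in WT and 1225 ± 23.0 in Gli3-/-, and the globin gene *Hbb-b1* was at 1035 ± 314 in WT and 1523 ± 313 in Gli3-/-, a log2 fold change of 0.58, and 0.26 without WT replicate 1 and 0.89 without WT replicate 2. *Gli3* itself (chromosome 13 of GRCm38, from 15463235 to 15730026) was close to the limit of these libraries, with 7 reads in the WT libraries together, 5 in the Gli3+/- libraries, and 1 in the Gli3-/- libraries. The ratio of Gli3-/- to WT reads, scaled to depth, was 0.148, with an exact 95% confidence interval of 0.00328 to 1.15 (two-sided exact binomial test, p = 0.0706).
The 6 libraries came from CD19+B220+ cells of E17.5 FLs, sequenced on a NextSeq 500, with 2 libraries each from WT, Gli3+/-, and Gli3-/- embryos. The authors aligned the reads to mm10 with TopHat and deposited 1 value per gene and library, in RPKM (reads scaled by transcript length and library depth) with library scaling by DESeq2. The table lists 20368 genes, of which 15908 were above 0 in at least 1 library. In 15907 of these, the values in all 6 libraries were whole multiples of what 1 read is worth, within 0.002 of a read, which gave back the reads behind each value. The recovered totals were 17955423 and 17809566 reads in the WT libraries, 15972299 and 18248968 in Gli3+/-, and 17121732 and 17491423 in Gli3-/-. Genes with at least 1 RPKM in at least 2 libraries, 10765 in all, were tested on log2(RPKM + 1) with limma (lmFit and eBayes) in 1 fit of all 6 libraries with genotype as the only term. Fold changes are on that scale, which understates the change of genes with low RPKM, and adjusted p-values are from the Benjamini-Hochberg method. Libraries of 1 genotype differed by more than counting error alone would give, with a chi-square per gene of 10.8 between the WT libraries, 9.34 between the Gli3+/- libraries, and 6.49 between the Gli3-/- libraries, where counting error alone gives a value near 1. The Methods give n = 2 embryos and the sources do not name litters, so the p-values measure the spread between these libraries only. The intervals on reads cover counting error only.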

First, we analyzed the dataset in an unbiased manner using principal component analysis (PCA). The dataset segregated by genotype on both principal component axis 1 (PC1) and PC3 (Fig. 6 A). 

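The interferon regulatory factor gene *Irf4* and the Krüppel-like factor gene *Klf13* lay near the WT end of the first axis. Among 10765 genes, they ranked 133 and 177 from its negative end. The ubiquitin ligase gene *Cul4a* ranked 40 from the positive end. On PC1, the WT libraries scored −104 and −31.5, the Gli3+/- libraries 21.5 and 72.2, and the Gli3-/- libraries 7.66 and 33.8. Both WT libraries thus lay below all 4 mutant libraries, but their distance from each other was larger than the distance from the nearer WT library to the nearest mutant library. PC1 held 34.6% of the variance, PC2 22.8%, and PC3 16.2%. On PC3, the Gli3+/- libraries scored 42.8 and 12.8 and the Gli3-/- libraries 6.73 and −75.4, and the WT libraries −14.8 and 27.9. The components were computed from log2(RPKM + 1) with each gene centered and scaled to unit variance, as ade4 does by default. With genes centered but not scaled, PC1 held 44.6%, and without WT replicate 1 it held 33.7%. Unscaled, both WT libraries again lay below all 4 mutant libraries. Without WT replicate 1, PC1 did not set WT apart. WT replicate 2 scored −42.0 beside Gli3-/- replicate 1 at −40.9, and Gli3+/- replicate 2 scored 102. On PC2, with 25.2% of the variance in that fit, WT replicate 2 scored 81.0 and the mutant libraries −50.9 to 20.3. With a lone WT library, genotype and library cannot be told apart there.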

PC1, the axis attributing to the largest differences in the dataset (60% variability), separated the WT from the *Gli3* mutants (Gli3^+/−^ and Gli3^−/−^), whereas PC3 showed differences between Gli3^+/−^ and Gli3^−/−^ (Fig. 6 A).

**Figure 6.**
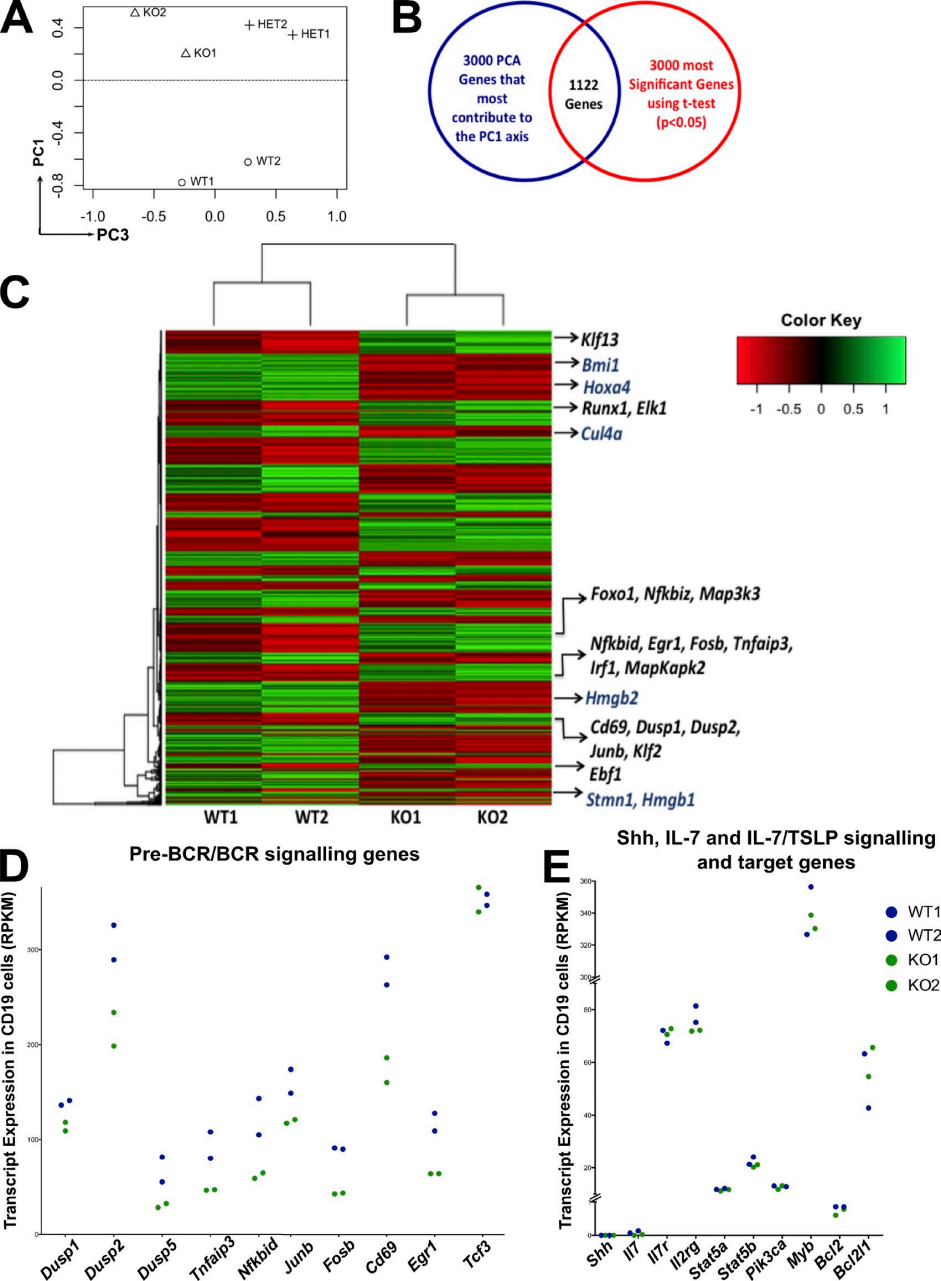
**RNA sequencing detects transcriptional differences in Hh signaling genes and B cell differentiation and signaling genes between the WT and *Gli3*-mutant CD19^+^B220^+^ cells.** (A) PCA showing sample relationships in PC1 and PC3 for WT (*n* = 2), Gli3^+/−^ (*n* = 2), and Gli3^−/−^ (*n* = 2) CD19^+^B220^+^ populations from E17.5 FLs. (B) Venn diagram: 1,122 genes intersect out of the 3,000 genes that contributed most to PC1 (highest and lowest scoring genes) and the 3,000 most significant differentitally expressed genes by Ebayes statistics. (C) Gene expression heat map showing Hh signaling genes in blue and B cell differentiation and signaling genes in black. Normalized expression signals are represented as a z score where green is lower expression and red is higher expression levels. (D and E) Transcript expression (reads per million kilobases) of pre-BCR/BCR signaling and target genes (D) and Shh, IL-7, and IL-7/thymic stromal lymphopoietin (TSLP) signaling and target genes (E) in the Gli3^−/−^ (green; *n* = 2) and WT (blue; *n* = 2) RNA sequencing datasets.

Further analysis of the genes with high positive and negative scores on PC1 showed that PC1 reflected differences in genes associated with Hh signaling and genes associated with B cell signaling and differentiation. Key Hh signaling and target genes, including *Gli1*, *Hdac3*, and *Smo*, had positive PC1 scores, indicating that the expression of these is higher in the *Gli3* mutant. In contrast, genes that were lower in the *Gli3* mutants had high negative PC1 scores and were mainly B cell–signaling and –lineage commitment genes. Thus, not only did *Gli3* mutation reduce the proportion of CD19^+^B220^+^ B-committed cells in the FL, but also, within that sorted population, expression of genes required for B cell differentiation was reduced.

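*Hdac3*, which encodes a histone deacetylase (chromosome 18 of GRCm38, from 37935844 to 37955016), was at 66.4 ± 0.244 RPKM in WT, 70.0 ± 0.0760 in Gli3+/-, and 70.1 ± 1.17 in Gli3-/- (SD, n = 2 libraries per genotype). It ranked 742 from the positive end of PC1. *Smo*, which encodes the signal-transducing receptor of the Hh pathway (chromosome 6, from 29735503 to 29761365), was at 7.78 ± 0.488 RPKM in WT, 8.33 ± 1.15 in Gli3+/-, and 7.71 ± 0.294 in Gli3-/-. It had a positive PC1 score at rank 3745. *Gli1*, a transcriptional target of the pathway (chromosome 10, from 127329882 to 127341974), had 3 reads in the WT libraries together, 6 in Gli3+/-, and 7 in Gli3-/-. It was below 1 RPKM in every library, and without a filter on low values it ranked 6623 of 15908 genes from the positive end of PC1. In limma, the log2 fold change of *Hdac3* in Gli3-/- against WT was 0.08 (standard error 0.07, adjusted p = 0.704) and that of *Smo* was −0.01 (standard error 0.10, adjusted p = 0.977). Over the fits that left out 1 library, *Smo* ranged from −0.07 to 0.05. The ratio of Gli3-/- to WT reads of *Gli1* was 2.41, with an exact 95% confidence interval of 0.550 to 14.4, so a difference was not detectable at this depth. Of 21 canonical components and direct targets of the pathway, 9 passed the filter. All 9 had a negative log2 fold change in Gli3-/- against WT, with a median of −0.12. None was lower at an adjusted p under 0.05, over all genes or adjusted over the list alone. The 9 include components as well as targets, so their median does not measure target expression alone. Members below the filter went both ways. Their ratio of Gli3-/- to WT reads was 1.96 for *Ptch2*, 0.344 for *Gli2*, and 0.689 for *Hhip*. Each exact 95% confidence interval included 1. *Ptch1*, the receptor and a direct target, was at 10.6 ± 2.53 RPKM in WT and 9.30 ± 0.320 in Gli3-/-, a log2 fold change of −0.15 (adjusted p = 0.734), which ranged from −0.38 to 0.08 when 1 library was left out. *Disp1*, which encodes a protein for ligand release, was at 3.61 RPKM in WT and 3.03 in Gli3-/-, a log2 fold change of −0.19 (adjusted p = 0.448). The set test camera gave these 9 genes an adjusted p of 0.0104, and an adjusted p of 0.337 with an estimated correlation. Without WT replicate 1 their median was −0.08 (adjusted p = 0.204 from camera), and with a stricter filter of 5 RPKM it was −0.09 (adjusted p = 0.365). Without a filter it was −0.03 (adjusted p = 0.0752). The setting with an estimated correlation had 3 residual degrees of freedom and called none of 34 lists. Its power was not measured, so a list called at the preset correlation only is not settled.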

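Of 14 NF-κB family members and feedback targets, all 14 had a negative log2 fold change in Gli3-/- against WT, with a median of −0.26. The inhibitor gene *Nfkbia* was at 235 ± 39.5 RPKM in WT and 177 ± 5.37 in Gli3-/-, and *Rel*, which encodes an NF-κB subunit, was at 32.4 ± 15.5 in WT and 16.6 ± 4.84 in Gli3-/- (SD, n = 2 libraries per genotype). None of the 14 passed the adjusted threshold over all genes, and 4 did when adjusted over the list alone. Their adjusted p from camera was 8.9e-08, and adjusted p = 0.337 with an estimated correlation. *Nfkbid*, *Nfkbiz*, and *Tnfaip3* are among the 14, so the list shares members with those the study chose on these libraries. It is not independent evidence. Without WT replicate 1 the median was −0.14. The log2 fold changes of *Nfkbia* and *Rel* were −0.40 and −0.87, and −0.22 and −0.38 without WT replicate 1, and that of *Rel* was −1.36 without WT replicate 2.
Of 53 replication-dependent histone genes, 51 had a positive log2 fold change in Gli3-/- against WT, with a median of 0.66 (adjusted p = 2.6e-23 from camera), and 27 were higher when adjusted over the list alone and 1 over all genes. The median of 9 eosinophil markers was 0.95 (adjusted p = 2.7e-12), with 7 higher when adjusted over the list alone and 1 over all genes. The median of 17 erythroid markers was 0.57 (adjusted p = 1.6e-08), with 3 higher when adjusted over the list alone and 0 over all genes. It was 0.20 without WT replicate 1 and 0.92 without WT replicate 2. All 24 mitosis genes had a positive log2 fold change, with a median of 0.19 (adjusted p = 4.4e-09), which was 0.09 without WT replicate 1. With an estimated correlation, adjusted p = 0.337 for the histone and eosinophil genes, 0.429 for the erythroid markers, and 0.496 for the mitosis genes. Neutrophil markers had a median of −0.01 (adjusted p = 0.259). They were lower without WT replicate 1 (−0.08, adjusted p = 0.0326) and without Gli3-/- replicate 2 (−0.14, adjusted p = 0.00957). Their median in Gli3+/- against WT was 0.10 (adjusted p = 0.0461, and adjusted p = 0.644 with an estimated correlation). It was 0.03 without WT replicate 1, 0.20 without Gli3+/- replicate 1, and 0.05 without Gli3+/- replicate 2. After quantile normalization it was 0.01 (adjusted p = 0.154). Macrophage markers had a median of 0.21 (adjusted p = 0.231), which was 0.41 without WT replicate 1 and 0.39 without Gli3-/- replicate 1. Over all fits without 1 library it ranged from 0.02 to 0.41. Hepatocyte markers had a median of −0.41 (adjusted p = 0.0461, and 0.765 with an estimated correlation), which was −0.20 without WT replicate 1 (adjusted p = 0.553) and −0.27 without Gli3-/- replicate 1 (adjusted p = 0.378). With a pseudocount of 0.1, a filter of 5 RPKM, quantile normalization, median ratio scaling, or a replicate block, the adjusted p was 0.0535 to 0.0792. Their median was 0.32 (adjusted p = 0.106) in Gli3+/- against WT.

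**Figure D1:**
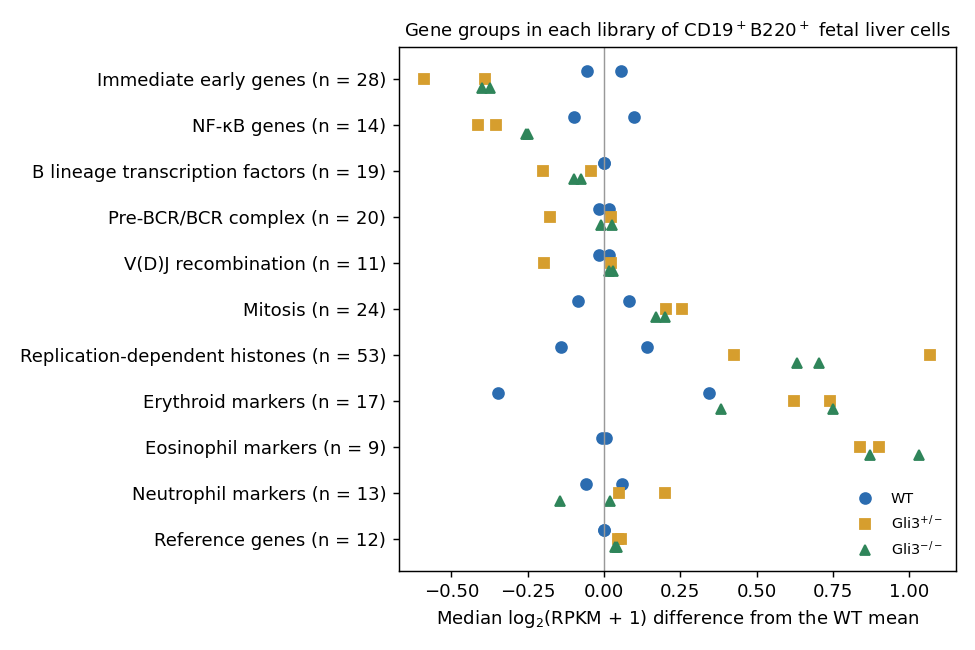
Median difference from the WT mean, on the log2(RPKM + 1) scale (x axis), of 11 gene groups (y axis) in each of the 6 libraries, 1 point per library, colored by genotype. The WT points lie symmetrically about 0 by construction. Immediate early genes, which receptor signaling and cell handling induce, lie at −0.59 and −0.39 in the Gli3+/- libraries and at −0.37 and −0.40 in the Gli3-/- libraries, and eosinophil markers lie at 0.84 to 1.03 in the 4 mutant libraries. The reference genes had a median log2 fold change of 0.04 in Gli3-/- against WT, and −0.02 after quantile normalization.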

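The surrogate light chain genes *Igll1* and *Vpreb1* of the pre-BCR were at 734 ± 23.2 and 552 ± 22.6 RPKM in WT and at 756 ± 9.50 and 557 ± 12.9 in Gli3-/- (SD, n = 2 libraries per genotype). The signaling chain gene *Cd79a* was at 683 ± 11.8 in WT and 694 ± 6.78 in Gli3-/-. Among 20 genes of the pre-BCR and BCR complex and its proximal signaling, the median log2 fold change in Gli3-/- against WT was 0.01, and −0.05 after quantile normalization, with 12 positive and 8 negative (adjusted p = 0.855 from camera). Of the 20, 16 were negative in Gli3+/- against WT, with a median of −0.07 (adjusted p = 0.0272, and adjusted p = 0.644 with an estimated correlation). In Gli3+/- replicate 2, macrophage, mast cell and basophil, and hepatocyte markers lay 0.60, 0.68, and 0.92 above the WT mean. The pre-BCR median was −0.13 after quantile normalization, −0.18 without Gli3+/- replicate 1, and 0.02 without Gli3+/- replicate 2 (adjusted p = 0.964), and the adjusted p was 0.0619 and 0.0921 without WT replicate 1 or 2. The recombinase genes *Rag1* and *Rag2* were at 132 ± 1.30 and 25.4 ± 4.45 RPKM in WT and at 120 ± 3.28 and 29.3 ± 1.30 in Gli3-/-. Their log2 fold changes were −0.14 (adjusted p = 0.707) and 0.21 (adjusted p = 0.622). That of *Rag2* was 0.04 without WT replicate 1 and 0.38 without WT replicate 2. The 11 genes of V(D)J recombination had a median of 0.02 (adjusted p = 0.980). Among 13 genes of later B cells, which encode surface and antigen presentation proteins, the median was −0.07 (adjusted p = 0.463). It ranged from −0.14 to 0.08 when 1 library was left out. Of the 13, 11 were negative in Gli3+/- against WT, with a median of −0.13 (adjusted p = 0.0203, and adjusted p = 0.396 with an estimated correlation), which was −0.17 without WT replicate 1 (adjusted p = 0.135) and −0.24 without WT replicate 2. None of the genes in these 3 lists passed the adjusted threshold in limma in Gli3-/- against WT, over all genes or adjusted over the list alone.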

To understand better the genome-wide differences in the dataset, we intersected the differentially expressed genes identified by Ebayes statistics with the genes identified by PCA. We selected the 3,000 genes (highest and lowest scorers) that contributed most to the PC1 axis and intersected these with the 3,000 most significantly differentially expressed genes by Ebayes statistics (Table S1). 

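The histone gene *Hist1h4i* (chromosome 13 of GRCm38, from 22040636 to 22041362) and the eosinophil granule gene *Prg3* (chromosome 2, from 84988215 to 84993886) rose in Gli3-/- against WT at an adjusted p under 0.05 in limma, and no gene fell. *Hist1h4i* rose from 11.7 ± 0.581 RPKM in WT to 48.8 ± 3.00 in Gli3-/-, and *Prg3* from 5.54 ± 0.122 to 11.9 ± 0.466 (SD, n = 2 libraries per genotype). Their log2 fold changes were 1.97 (standard error 0.12, adjusted p = 0.0126) and 0.98 (standard error 0.07, adjusted p = 0.0243). Genes of histone H4 share much of their coding sequence, so reads can be shared between *Hist1h4i* and the others. At the unadjusted threshold of 0.05, which is the one the study states, 567 genes were higher and 524 lower in Gli3-/-, 1091 of 10765 in all, where chance alone gives about 538. Genes lower at that threshold included the RNase gene *Zc3h12a*, from 19.3 to 8.38 RPKM, the stress factor gene *Atf3*, from 18.5 to 8.28, and the sterol sensor gene *Insig1*, from 23.2 to 12.7, with adjusted p-values above 0.05. Gli3-/- against Gli3+/- gave 507 genes at the unadjusted threshold and 0 at the adjusted one in limma. The first count was 1022 without Gli3+/- replicate 1 and 285 without Gli3-/- replicate 1, and the second stayed at 0. With voom weights on the recovered reads, an alternative chosen after seeing the data, 1287 genes passed the unadjusted threshold in Gli3-/- against WT and 2 the adjusted one. Gli3-/- against Gli3+/- then gave 449 and 0. The counts in Gli3-/- against WT fell without WT replicate 1 and rose without WT replicate 2. Leaving out 1 library lowers the power of the test, but lower power cannot account for the rise. At the unadjusted threshold, the count without WT replicate 1 did not exceed what chance alone gives. The log2 fold change of *Hist1h4i* stayed between 1.91 and 2.03 in the fits without 1 library, and that of *Prg3* between 0.94 and 1.01. Without WT replicate 1, 518 genes passed the unadjusted threshold and 0 the adjusted one, and without Gli3-/- replicate 1 or 2, 699 and 613 passed the first and 0 the second. Without WT replicate 2, 3 genes passed the adjusted threshold, and without either Gli3+/- replicate 1 did. *Prg3* did not pass in any fit that left out 1 library (adjusted p from 0.0637 to 0.409). *Hist1h4i* did not pass without WT replicate 1 (adjusted p = 0.194), Gli3-/- replicate 1 (adjusted p = 0.227), or Gli3-/- replicate 2 (adjusted p = 0.259). No gene passed without a filter, where *Hist1h4i* and *Prg3* had adjusted p-values of 0.149 and 0.117, or with a replicate block, where they were 0.0536 and 0.0983. *Prg3* was not called with only the 2 genotypes (adjusted p = 0.0868) or with voom weights (adjusted p = 0.0584). At a filter of 5 RPKM 4 genes passed, and 6 with a trend in eBayes.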

The resulting 1,122 genes were clustered, and a heat map showing their gene expression was drawn (Fig. 6, B and C). This intersection highlighted genes that have been previously shown to be *Shh*-target genes in other tissues, such as *Stmn1*, *Hmgb1*, *Hmgb2*, *Hoxa4*, *Cul4a*, and *Bmi1*, which were all up-regulated in the *Gli3* mutant (Fig. 6 C; Itou et al., 2011; Wang et al., 2012; Lu et al., 2015; Yang et al., 2015). In contrast, master regulators of early B cell development *Ebf1* and *Foxo1* were down-regulated in the *Gli3* mutants compared with WT, and several other B lineage differentiation and maturation genes, including *Klf13*, *Egr1*, *Irf1*, *Irf4*, and *Cd69*, were also lower in the *Gli3* mutant (Gururajan et al., 2008; Lu, 2008; Outram et al., 2008). 

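Among these genes, *Cd69*, *Nfkbid*, and *Fosb* were lower in the mutant libraries, and *Cul4a*, *Hdac3*, and *Stmn1* were higher. Of the 1122 genes the study lists, 933 passed the filter, with 512 higher and 421 lower in Gli3-/- against WT. Of the 933, 483 had an unadjusted p under 0.05 in Gli3-/- against WT, and 577 in both mutant genotypes together against WT. At the adjusted threshold in limma, 2 passed in Gli3-/- against WT and 15 in the mutants together. The overlap was also rebuilt from the deposited values. The 1500 genes at each end of PC1 and the 3000 genes with the smallest p in Gli3-/- against WT shared 1596 genes, where chance alone gives 836. The largest p among those 3000 genes was 0.170. Without a filter on low values, 1284 of 15908 genes were shared, where chance gives 566. The same libraries decide PC1 and the test, so the overlap is not independent evidence for its genes.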

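*Stmn1*, which encodes a microtubule-destabilizing protein (chromosome 4 of GRCm38, from 134468320 to 134473843), was at 502 ± 12.0 RPKM in WT, 548 ± 32.7 in Gli3+/-, and 539 ± 8.12 in Gli3-/- (SD, n = 2 libraries per genotype). The chromatin protein genes *Hmgb1* and *Hmgb2* were at 381 ± 1.83 and 257 ± 4.78 in WT, 400.5 ± 18.9 and 286 ± 23.1 in Gli3+/-, and 405 ± 5.09 and 277 ± 4.25 in Gli3-/-. As paralogs with related sequences, they can share reads. *Cul4a*, which encodes a scaffold of ubiquitin ligases (chromosome 8, from 13105621 to 13147940), was at 29.7 ± 1.29 in WT, 34.8 ± 1.24 in Gli3+/-, and 33.3 ± 0.161 in Gli3-/-. The Polycomb gene *Bmi1* was at 12.7 ± 0.0930 in WT, 13.8 ± 0.966 in Gli3+/-, and 14.2 ± 0.189 in Gli3-/-. The homeobox gene *Hoxa4* had 12 reads in the WT libraries together, 32 in Gli3+/-, and 21 in Gli3-/-. Its Gli3-/- to WT ratio of reads was 1.81, with an exact 95% confidence interval of 0.850 to 4.03. In limma, the log2 fold changes in Gli3-/- against WT were 0.10 for *Stmn1* (standard error 0.08, adjusted p = 0.655), 0.09 for *Hmgb1* (adjusted p = 0.688), 0.11 for *Hmgb2* (adjusted p = 0.660), 0.16 for *Cul4a* (standard error 0.07, adjusted p = 0.511), and 0.14 for *Bmi1* (adjusted p = 0.540). After quantile normalization *Stmn1* was at 0.02 and *Hmgb1* at 0.04. In Gli3+/- against WT, *Cul4a* was at 0.22 (adjusted p = 0.290). The paper names 9 Hh signaling and target genes as higher in the mutants, and 7 of them passed the filter. Their median log2 fold change in Gli3-/- against WT was 0.10, with 6 positive. None passed the threshold of 0.05, unadjusted, adjusted over all genes, or adjusted over the list alone. In 6 of the 7, all 4 mutant libraries were above both WT libraries, which chance gives for 6.67% of genes and which held for 13.0% of all genes tested. Camera gave the 7 genes an adjusted p of 0.0461, and adjusted p = 0.337 with an estimated correlation. That adjusted p was 0.0785 without WT replicate 1, 0.182 without WT replicate 2, 0.114 without Gli3-/- replicate 1, and 0.0918 without Gli3-/- replicate 2. After quantile normalization the median was 0.06 (adjusted p = 0.130), and with a replicate block the adjusted p was 0.0579. The genes were named from these libraries, so neither result is independent evidence.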

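*Cd69*, an activation marker (chromosome 6 of GRCm38, from 129267325 to 129275436), was at 278 ± 20.6 RPKM in WT, 155 ± 6.56 in Gli3+/-, and 173 ± 18.4 in Gli3-/- (SD, n = 2 libraries per genotype). The interferon regulatory factor genes *Irf1* and *Irf4* were at 76.0 ± 10.4 and 99.1 ± 17.9 in WT, 36.7 ± 0.351 and 54.8 ± 1.87 in Gli3+/-, and 49.6 ± 1.06 and 65.6 ± 3.59 in Gli3-/-. The immediate early gene *Egr1* was at 119 ± 13.1 in WT, 62.7 ± 22.9 in Gli3+/-, and 64.0 ± 0.0320 in Gli3-/-. Differences in the regulators of commitment were smaller. *Ebf1* (chromosome 11, from 44617317 to 45008091) was at 246 ± 5.84 in WT, 213 ± 24.2 in Gli3+/-, and 218 ± 10.2 in Gli3-/-. *Foxo1* (chromosome 3, from 52268336 to 52353221) was at 52.8 ± 0.610 in WT, 44.8 ± 0.380 in Gli3+/-, and 46.3 ± 1.11 in Gli3-/-. *Klf13* was at 11.7 ± 0.650 in WT, 8.80 ± 0.285 in Gli3+/-, and 9.73 ± 0.435 in Gli3-/-. In limma, the log2 fold change in Gli3-/- against WT was −0.68 for *Cd69* (standard error 0.10, adjusted p = 0.252), −0.60 for *Irf1* (adjusted p = 0.287), −0.58 for *Irf4* (adjusted p = 0.385), and −0.87 for *Egr1* (adjusted p = 0.387). It was −0.18 for *Foxo1* (adjusted p = 0.467), −0.24 for *Klf13* (adjusted p = 0.427), and −0.17 for *Ebf1* (standard error 0.10, adjusted p = 0.554). None of these 7 genes passed the adjusted threshold over all genes in Gli3-/- against WT. With *Runx1*, which the study also names, the 8 B lineage genes had a median log2 fold change of −0.41, all 8 negative and 6 lower when adjusted over the list alone. In all 8, every mutant library was below both WT libraries. Camera gave an adjusted p of 8.4e-08, and adjusted p = 0.337 with an estimated correlation. The study chose these genes on the same libraries, so the list is not independent evidence.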

B cell activation and signaling genes including genes involved in modulating MAPK signaling such as *Dusp1*, *Dusp2*, *Map3k3*, *MapKapk2* (Lang et al., 2006), and canonical NF-κB signaling genes (*Nfkbid*, *Nfkbiz*, and *Tnfaip3*) were all down-regulated in the *Gli3* mutant. In addition, the AP1 components *Fosb*, *Jun*, and *Junb*, required for pre-BCR signal transduction (de Gorter et al., 2007), and *Klf2*, an essential late target gene of the pre-BCR, were also lower in the *Gli3* mutant (Winkelmann et al., 2014).

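*Nfkbid*, which encodes a nuclear inhibitor of NF-κB (chromosome 7 of GRCm38, from 30421732 to 30428746), was at 124.3 ± 27.0 RPKM in WT, 42.8 ± 0.910 in Gli3+/-, and 61.9 ± 4.18 in Gli3-/- (SD, n = 2 libraries per genotype). *Tnfaip3*, which encodes the deubiquitinase A20 (chromosome 10, from 19000910 to 19015657), was at 94.2 ± 19.7 in WT, 34.0 ± 3.63 in Gli3+/-, and 46.8 ± 0.398 in Gli3-/-. *Nfkbiz*, from the same family as *Nfkbid*, was at 58.9 ± 0.877 in WT, 36.1 ± 3.35 in Gli3+/-, and 45.1 ± 5.21 in Gli3-/-. The MAPK phosphatase gene *Dusp2* was at 308 ± 25.7 in WT, 193 ± 1.87 in Gli3+/-, and 216 ± 25.1 in Gli3-/-. The kinase genes *Map3k3* and *Mapkapk2* were at 47.2 ± 1.19 and 106 ± 3.03 in WT, 39.1 ± 1.03 and 95.7 ± 8.75 in Gli3+/-, and 40.4 ± 2.42 and 96.1 ± 3.09 in Gli3-/-. In limma, the log2 fold change in Gli3-/- against WT was −0.98 for *Nfkbid* (standard error 0.15, adjusted p = 0.252) and −0.98 for *Tnfaip3* (standard error 0.15, adjusted p = 0.252). It was −0.38 for *Nfkbiz* (adjusted p = 0.390), −0.51 for *Dusp2* (adjusted p = 0.345), −0.22 for *Map3k3* (adjusted p = 0.448), and −0.14 for *Mapkapk2* (adjusted p = 0.587). *Nfkbid* ranged from −1.20 to −0.76 and *Tnfaip3* stayed negative when any 1 library was left out. Every one of these genes was lower in all 4 mutant libraries than in both WT libraries.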

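*Fosb*, an AP-1 component (chromosome 7 of GRCm38, from 19302696 to 19310051), was at 90.7 ± 0.929 RPKM in WT, 39.3 ± 15.1 in Gli3+/-, and 43.2 ± 0.602 in Gli3-/- (SD, n = 2 libraries per genotype). The AP-1 genes *Junb* and *Jun* were at 162 ± 17.7 and 331 ± 4.71 in WT, 93.8 ± 6.87 and 271 ± 5.10 in Gli3+/-, and 119 ± 2.72 and 292 ± 13.8 in Gli3-/-. *Klf2*, a Krüppel-like factor of resting lymphocytes (chromosome 8, from 72319033 to 72321656), was at 166 ± 5.51 in WT, 97.2 ± 15.9 in Gli3+/-, and 115 ± 7.45 in Gli3-/-. Their log2 fold changes in Gli3-/- against WT were −1.05 for *Fosb* (standard error 0.23, adjusted p = 0.377), −0.43 for *Junb* (adjusted p = 0.385), −0.53 for *Klf2* (adjusted p = 0.385), and −0.18 for *Jun* (adjusted p = 0.479), all with an adjusted p above 0.05 in limma. Counted together, the 11 MAPK, NF-κB, AP-1, and pre-BCR target genes that the study names had a median log2 fold change of −0.43 in Gli3-/- against WT. All 11 were negative, 10 were lower when adjusted over the list alone, and 0 over all genes, with 10 of 11 under the unadjusted threshold of 0.05. With voom weights, 0 of the 11 passed over all genes in Gli3-/- against WT. Camera gave the list an adjusted p of 1.1e-11, and adjusted p = 0.337 with an estimated correlation. The list was named from these libraries and is not independent evidence. In Gli3-/- against Gli3+/-, the median log2 fold change of these 11 genes was 0.22 (adjusted p = 5.7e-06 from camera, and 0.745 with an estimated correlation), with 0 passing over all genes or adjusted over the list alone. It was 0.14 without Gli3+/- replicate 1 and 0.40 without Gli3+/- replicate 2.

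**Figure D2:**
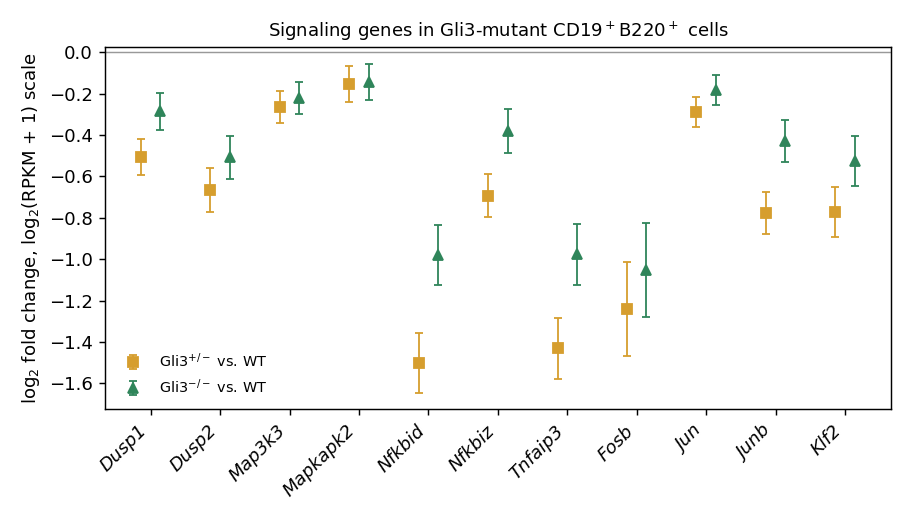
Log2 fold change on the log2(RPKM + 1) scale (y axis) of 11 signaling genes (x axis) in Gli3+/- against WT and in Gli3-/- against WT, with bars of 1 standard error from limma. All points lie below 0. *Nfkbid* is lowest in Gli3+/- at −1.50 and *Fosb* in Gli3-/- at −1.05.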

As both pre-BCR/BCR signaling and IL-7 signaling are important regulators of B cell development, we compared expression levels of genes that encode downstream components of these signaling pathways or are their immediate transcriptional targets (Fig. 6 D). 

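The MAPK phosphatase gene *Dusp1* was at 139 ± 3.40 RPKM in WT and 114 ± 6.39 in Gli3-/-, and *Dusp3*, of the same family, was at 1.74 ± 0.422 in WT and 1.39 ± 0.0296 in Gli3-/- (SD, n = 2 libraries per genotype). *Dusp5*, a phosphatase that ERK signaling induces (chromosome 19 of GRCm38, from 53529109 to 53542431), was at 68.5 ± 18.6 in WT and 30.5 ± 2.93 in Gli3-/-. In limma, the log2 fold change in Gli3-/- against WT was −1.12 for *Dusp5* (standard error 0.18, adjusted p = 0.252), −0.29 for *Dusp1* (standard error 0.09, adjusted p = 0.402), and −0.19 for *Dusp3* (standard error 0.11, adjusted p = 0.583). *Dusp3* ranged from −0.35 without WT replicate 2 to −0.03 without WT replicate 1, and was at −0.28 with a pseudocount of 0.1 and −0.30 with voom weights. In a list of 28 immediate early genes, 25 had a negative log2 fold change in Gli3-/- against WT, with a median of −0.38. None passed the adjusted threshold over all genes in limma, 16 did when adjusted over the list alone, and 18 of the 28 passed the unadjusted one. With voom weights, 0 passed over all genes. *Egr1*, *Fosb*, *Cd69*, and *Dusp5* are among them, so the list shares members with those the study chose. Camera gave an adjusted p of 1.7e-13, and adjusted p = 0.337 with an estimated correlation. In 22 of the 28, all 4 mutant libraries were below both WT libraries, which chance gives for 6.67% of genes and which held for 13.6% of all genes tested. Heat shock genes, which cell handling induces as well, had a median of 0.02 (adjusted p = 0.412), −0.02 after quantile normalization, and 0.10 without WT replicate 1 (adjusted p = 1.9e-04). Of the 12, 9 were negative in Gli3+/- against WT, with a median of −0.07 (adjusted p = 0.0489, and adjusted p = 0.644 with an estimated correlation), 2 lower when adjusted over the list alone and 0 over all genes. It was −0.13 after quantile normalization, 0.00 without WT replicate 1 (adjusted p = 0.853), −0.24 without WT replicate 2, and −0.12 without Gli3+/- replicate 2. The adjusted p was 0.264 without Gli3+/- replicate 1, 0.0540 without either Gli3-/- replicate, and 0.0507 to 0.0949 with a pseudocount of 0.1, median ratio scaling, a replicate block, or only the 2 genotypes. *Hspa1a* was at 74.0 ± 26.0 RPKM in WT and 123 ± 16.8 in Gli3-/- (adjusted p = 0.404), a log2 fold change of 0.76, and 0.40 without WT replicate 2.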

Expression levels of many genes involved in pre-BCR/BCR signal transduction (*Dusp1-3*, *Tnfaip3*, *Nfkbid*, and the AP-1 components *Junb* and *Fosb*) were lower in the Gli3^−/−^ datasets than WT, as were its immediate transcriptional targets *CD69* and *Egr1* (Fig. 6 D). We observed no difference in expression in *Tcf3* (E2A) between genotypes (Fig. 6 D) or in *IL7r*, *Il2rg*, *Stat5a*, *Stat5b*, and *Pik3ca* (components of the IL-7/thymic stromal lymphopoietin signaling pathway) or in *Myb*, *Bcl2*, or *Bcl2l1* (transcriptional targets of IL-7 signaling in B-lineage cells; Fig. 6 E).

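*Tcf3* (chromosome 10 of GRCm38, from 80409514 to 80433647) was at 352 ± 8.35 RPKM in WT, 345 ± 41.3 in Gli3+/-, and 353 ± 18.3 in Gli3-/- (SD, n = 2 libraries per genotype). Its log2 fold change in Gli3-/- against WT was 0.00 (standard error 0.10), and −0.06 after quantile normalization. The receptor genes *Il7r* and *Il2rg* were at 69.7 ± 3.41 and 78.3 ± 4.40 in WT and at 71.7 ± 1.56 and 72.0 ± 0.252 in Gli3-/-. *Stat5a* and *Stat5b*, which encode the transcription factors downstream, were at 11.9 ± 0.258 and 22.7 ± 2.03 in WT and at 11.4 ± 0.381 and 20.6 ± 0.633 in Gli3-/-. *Pik3ca* was at 13.0 ± 0.208 in WT and 12.5 ± 0.992 in Gli3-/-. The target genes *Myb* and *Bcl2l1* were at 341 ± 21.01 and 53.0 ± 14.5 in WT and at 335 ± 5.95 and 60.2 ± 7.75 in Gli3-/-. *Bcl2* was below the filter, at 0.856 RPKM in WT and 0.693 in Gli3-/-. The adjusted p-values from limma in Gli3-/- against WT were 0.604 for *Il2rg*, 0.618 for *Stat5b*, 0.717 for *Bcl2l1*, 0.806 for *Stat5a*, and 0.876 for *Il7r*. In Gli3+/- against WT, *Il2rg* was at 65.4 ± 1.69 RPKM, a log2 fold change of −0.26 (adjusted p = 0.259, under 0.05 before adjustment). The log2 fold change of *Bcl2l1* in Gli3-/- against WT was 0.20, and it went from −0.08 without WT replicate 1 to 0.48 without WT replicate 2. For the 8 genes above the filter, the median log2 fold change was −0.04 (adjusted p = 0.464 from camera), and none passed the adjusted threshold, over all genes or adjusted over the list alone. A wider list of 16 IL-7 receptor, STAT5, and target genes had a median of −0.09 (adjusted p = 0.221 from camera). Its survival genes *Mcl1* and *Pim1* had lower mean values in Gli3-/-, at 139 ± 19.6 and 212 ± 23.0 RPKM in WT and 106 ± 2.97 and 171 ± 3.03 in Gli3-/-, with adjusted p-values of 0.397 in both. Their log2 fold changes were −0.38 and −0.30, and −0.24 and −0.19 without WT replicate 1. *Socs3*, a feedback inhibitor, was at 11.5 ± 0.902 in WT and 15.1 ± 0.692 in Gli3-/- (adjusted p = 0.385).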

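*Shh* had 0 reads in each of the 6 libraries, which at this depth allows up to 3 reads per library, or 0.164 to 0.188 CPM. The other ligand genes were near the limit as well. *Ihh* had 8 reads in the WT libraries together, 5 in Gli3+/-, and 7 in Gli3-/-, and *Dhh* had 1 read in WT and 0 in the mutants. *Il7*, the cytokine gene that stromal cells express, had 9 reads in the WT libraries together, 3 in Gli3+/-, and 1 in Gli3-/-. Its Gli3-/- to WT ratio of reads was 0.115, with an exact 95% confidence interval of 0.00262 to 0.829. That interval pools the libraries of a genotype and covers counting error only, and these libraries differed by more than counting error. It was not adjusted for the other genes given such intervals, so a fall of *Il7* is not shown. Markers of endothelial and mesenchymal stroma were mostly below the filter, with 4 of 11 tested. Their median log2 fold change in Gli3-/- against WT was −0.10 (adjusted p = 0.322 from camera).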

We did not detect *Shh* expression in any dataset (Fig. 6 E), consistent with the Q-RT-PCR showing *Shh* up-regulation in Gli3^−/−^ FLs being restricted to stromal cells and not B-lineage cells (Fig. 2 H) and with the fact that conditional deletion of *Shh* from B-lineage cells had no impact on their development (Fig. 5).

Together these analyses indicate that the *Gli3*-mutant B220^+^CD19^+^ population has increased Hh-dependent transcription, consistent with our previous results showing increased *Shh* transcription in the *Gli3*-mutant FL stroma (Fig. 2 H) and increased Hh signaling in Gli3^−/−^ B-lineage cells (Fig. 2, G, I–K, and M). 

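Taken over both mutant genotypes, *Stmn1* had a log2 fold change against WT of 0.11 (adjusted p = 0.483 in limma), *Hmgb2* 0.13 (adjusted p = 0.451), *Bmi1* 0.12 (adjusted p = 0.444), and *Cul4a* 0.19 (standard error 0.06, adjusted p = 0.277). *Hdac3* was at 0.08 (adjusted p = 0.589) and *Smo* at 0.04 (adjusted p = 0.882). All 7 Hh genes that the study names and that passed the filter had a positive value, with a median of 0.11. Camera gave them an adjusted p of 0.0186, and adjusted p = 0.317 with an estimated correlation. Without WT replicate 2 the adjusted p from camera was 0.106. Of the 9 canonical components and targets above the filter, 8 had a negative log2 fold change in the mutants together, with a median of −0.16 (adjusted p = 0.0156 from camera, and adjusted p = 0.317 with an estimated correlation). None passed over all genes or adjusted over the list alone. That median was −0.04 without WT replicate 1 (adjusted p = 0.232), and the adjusted p was 0.1005 without Gli3+/- replicate 1, 0.0613 without a filter, 0.592 at a filter of 5 RPKM, and 0.0546 with voom weights. *Mycn*, a target in other tissues, was at 2.71 ± 0.0140 RPKM in WT and 2.35 ± 0.0344 in Gli3-/- (SD, n = 2 libraries per genotype). The paper reads the higher expression of Hh signaling and target genes in the mutant libraries as increased Hh-dependent transcription in these cells. It also rests on Q-RT-PCR and the GBS-GFP reporter in CD19+ cells, which these libraries do not measure. *Ptch1*, increased by Q-RT-PCR in its sorted Gli3-/- CD19+ cells, had a log2 fold change of −0.15 in Gli3-/- against WT here (adjusted p = 0.734 in limma).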

Gli3 deficiency also decreased transcription of genes required for B cell differentiation, maturation, and signaling within the sorted B220^+^CD19^+^ population. Thus, increased Shh signaling reduced transcription of regulators of B lineage commitment and differentiation. Therefore, we investigated whether Shh treatment can directly down-regulate transcription of the key B-lineage transcription factors *Ebf1* and *Pax5* in vitro.

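*Nfkbid*, *Tnfaip3*, and *Irf1* fell in the mutants against WT when both mutant genotypes were averaged. Their log2 fold changes were −1.24 (standard error 0.13), −1.20 (standard error 0.13), and −0.81 (standard error 0.09), each with an adjusted p of 0.043 in limma. The Krüppel-like factor gene *Klf4* fell as well, from 26.3 ± 1.43 RPKM in WT to 13.2 ± 1.59 in Gli3+/- and 15.3 ± 0.897 in Gli3-/- (SD, n = 2 libraries per genotype). The transcriptional coactivator gene *Pnrc1* fell from 104 ± 8.79 in WT to 55.3 ± 1.07 in Gli3+/- and 70.8 ± 3.01 in Gli3-/-. *Zc3h12a* and *Insig1* also passed, with log2 fold changes of −1.17 and −0.96. These were the 7 genes lower at the adjusted threshold, and 8 were higher. At the unadjusted threshold, 816 genes were lower and 778 higher. *Cd69* at −0.76 (adjusted p = 0.0562) and *Dusp5* at −1.32 (adjusted p = 0.0602) were just outside. The 8 B lineage genes the study names had a median log2 fold change of −0.51 with 1 lower over all genes, and its 11 signaling genes −0.59 with 2 lower over all genes. The median of the 28 immediate early genes was −0.43, with 21 lower when adjusted over the list alone. Camera gave these 3 lists adjusted p-values of 7.3e-09, 1.3e-13, and 2.2e-18, and adjusted p = 0.317, 0.309, and 0.317 with an estimated correlation. None of the 7 lower genes was called with a pseudocount of 0.1, without a filter, after quantile normalization, or with a replicate block, where 2, 0, 4, and 4 genes passed, all of them higher. At a filter of 5 RPKM 24 genes passed, 13 of them lower, and with a trend in eBayes 35 did, 23 of them lower. Without WT replicate 1, Gli3-/- replicate 1, or Gli3-/- replicate 2, 0 genes passed the adjusted threshold, with 598, 1202, and 1072 at the unadjusted one. Without Gli3+/- replicate 1, 1 gene passed, without Gli3+/- replicate 2, 16 did, 3 of them lower, and without WT replicate 2, 142 did. With voom weights, 76 passed, 61 of them lower.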

### Shh signaling leads to reduced *Ebf1* and Pax5 expression during B lineage development

Ebf1 and Pax5 are master regulators of B-lineage commitment and B cell development. B cell–lineage commitment from the CLP stage is regulated by Ebf1 (Zhang et al., 2003), which promotes its own transcription as well as *Pax5* transcription. Pax5 further increases *Ebf1* transcription (Roessler et al., 2007) creating a positive feedback loop between itself and Ebf1. This mechanism allows Ebf1 and Pax5 to regulate B cell development and maturation. Therefore, we tested whether the increase in *Shh* in the *Gli3* mutant influences *Ebf1* and *Pax5* expression during B cell development.

First, we measured overall *Ebf1* and *Pax5* transcription in the *Gli3*-mutant E17.5 FL and found a reduction in both Gli3^+/−^ and Gli3^−/−^ relative to WT (Fig. 7 A), consistent with the RNA sequencing data and the reduction in B cell development. In contrast, we found an increase in the expression of both transcription factors in the Shh^+/−^ and Shh^−/−^ E14.5 FL, consistent with increased commitment to the B lineage in the absence of Shh (Fig. 7 A).

**Figure 7.**
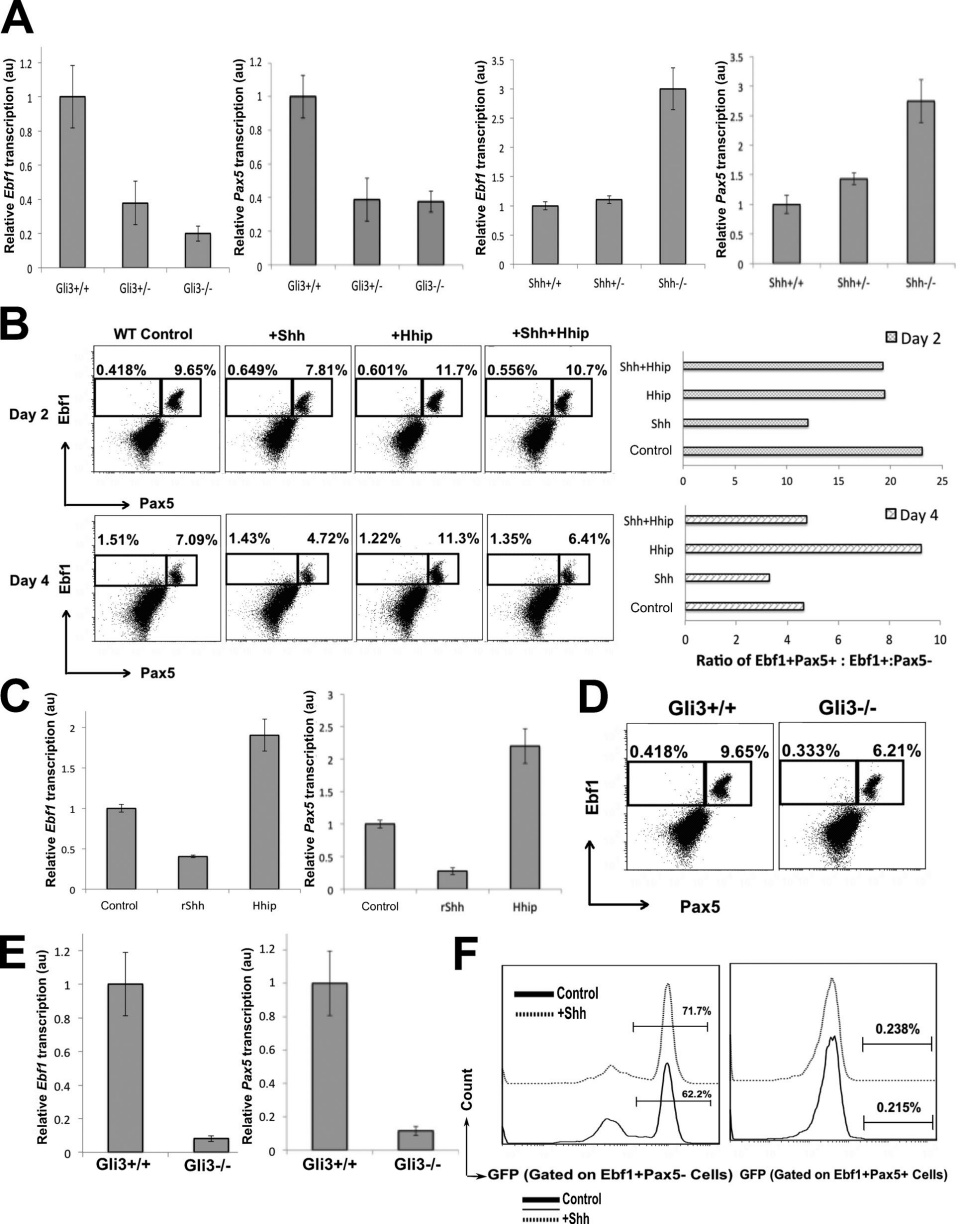
**Expression of Pax5 and Ebf1 in the FL.** (A) Representative experiment showing mean ± SEM (*n* = 3) of Q-RT-PCR for *Pax5* and *Ebf1* in FLs from *Gli3* and *Shh* mutants compared with WT littermates. au, arbitrary units. (B and C) WT FLOCs (*n* = 3) were treated with rShh, rHhip, and rShh + rHhip for 2 and 4 d, compared with untreated control cultures, and analyzed by flow cytometry and Q-RT-PCR. (B) Dot plots: anti-Ebf1 and anti-Pax5 staining on day 2 (top) and day 4 (bottom). Charts: ratio of Ebf1^+^Pax5^+^ to Ebf1^+^Pax5^−^ cells in the different culture conditions on day 2 (top) and day 4 (bottom). (C) Bar charts: representative experiment showing mean ± SEM (*n* = 3) of Q-RT-PCR for *Pax5* and *Ebf1* on day 4 of WT FLOCs treated with rShh or rHhip and control untreated. (D) Dot plots: anti-Pax5 and anti-Ebf1 staining in Gli3^+/+^ and Gli3^−/−^ littermate FLs. (E) Representative experiment showing mean ± SEM (*n* = 3) of Q-RT-PCR for *Pax5* and *Ebf1* in purified CD19^+^ cells from Gli3^+/+^ and Gli3^−/−^ E17.5 FLs. All transcript expression levels were normalized relative to *HPRT*. (F) Histograms: GFP expression in Ebf1^+^Pax5^−^ and Ebf1^+^Pax5^+^ cells in the E17.5 GBS-GFP–transgenic FLOCs, control (continuous lines), and rShh treated (dotted lines) FLs, cultured for 2 d.

Because the *Gli3* mutant has increased Shh signaling and rShh treatment decreased the CD19^+^ population in FLOCs, we tested whether we could influence both *Pax5* and *Ebf1* transcription and protein expression in vitro by modulating Hh signaling in FLOCs by treatment with rShh or rHhip over a 4-d culture period. We measured the expression of intracellular Pax5 and Ebf1 by FACS analysis to investigate protein expression in single cells. On day 1 after treatment, there were no significant differences in the proportions of Ebf1^+^Pax5^−^ and Ebf1^+^Pax5^+^ cells (not depicted). However, a significant reduction in the proportion of Ebf1^+^Pax5^+^ cells was seen on days 2 and 4 of rShh treatment (Fig. 7 B). This Ebf1^+^Pax5^+^ population significantly increased and was sustained in the rHhip-treated cultures, whereas the cultures in which both rShh and rHhip were added together were not different from the control cultures (Fig. 7 B). Comparison of the ratio of Ebf1^+^Pax5^+^ cells to Ebf1^+^Pax5^−^ cells showed that rHhip treatment increased the ratio by twofold by day 4 in culture, indicating that inhibition of Hh signaling accelerated the transition from Ebf1^+^Pax5^−^ cell to Ebf1^+^ Pax5^+^ cell. In contrast, rShh treatment reduced this ratio on both days 2 and 4 of culture, suggesting that Shh signaling repressed the induction of Pax5 and the transition to Ebf1^+^Pax5^+^ cell. The changes in the Ebf1 and Pax5 proteins were consistent with the changes in transcription of *Ebf1* and *Pax5* on day 4 (Fig. 7 C). In the Gli3^−/−^ FL, the proportion of Ebf1^+^Pax5^+^ cells was reduced compared with WT, consistent with the Q-RT-PCR data (Fig. 7 D).

Then, we FACS sorted CD19^+^ cells from Gli3^−/−^ and WT littermates and analyzed the expression of *Ebf1* and *Pax5*. We observed a decrease in both *Ebf1* and *Pax5* transcription in purified CD19^+^ cells from the *Gli3*-mutant FL compared with WT (Fig. 7 E). Interestingly, the decrease in expression of both *Ebf1* and *Pax5* in the sorted Gli3^−/−^ CD19^+^ cells was more pronounced than the reduction in transcript expression in the unsorted FL and was also greater than the proportional change in the CD19^+^ population in the Gli3^−/−^ FL compared with WT. This was consistent with the action of Shh to reduce B cell development in FLOCs, in which the magnitude of the reduction in *Pax5* and *Ebf1* transcription was greater than the change in the Ebf1^+^Pax5^+^ population (Fig. 7, B and C) and also greater than the magnitude of the change in the overall proportion of B-lineage cells caused by Shh treatment (Fig. 3 A). Thus, Shh treatment in vitro or Gli3 deficiency in vivo not only reduced the proportion of CD19 cells that were present, but also led to a reduction in transcription of the key B-lineage master regulators *Ebf1* and *Pax5* within the B lineage–committed population, most likely by signaling to up-regulate the transcription of an intermediate transcriptional repressor of *Ebf1* and/or *Pax5*.

To investigate the relationship between Hh-mediated transcription and the reduction in transcription of *Ebf1* and *Pax5*, we measured intracellular Ebf1 and Pax5 expression in rShh-treated and control untreated GBS-GFP–transgenic FLOCs. We found that >62% of Ebf1^+^Pax5^−^ cells expressed high levels of GFP, indicating that this population actively mediates Hh-dependent transcription, which is therefore compatible with Ebf1 protein expression (Fig. 7 F). These cells are the earliest B cell population that differentiates from the CLP stage (Egawa et al., 2001; Mebius et al., 2001). Interestingly, GFP expression was reduced to <0.3% in the later Ebf1^+^Pax5^+^ population (Fig. 7 F), indicating that Hh signaling decreases as cells become more mature and that, once Pax5 is expressed, very few cells are undergoing Hh-mediated transcription. This is consistent with Shh signaling acting directly or indirectly to inhibit Pax5 transcription. The Ebf1^+^Pax5^−^ population was Hh responsive, as expression of GFP in the Ebf1^+^Pax5^−^ population was increased on rShh treatment, with the proportion of GFP-negative cells decreasing from ∼38% to ∼28%. In contrast, GFP was not induced by rShh treatment in the Pax5^+^Ebf1^+^ population during the 2-d culture, and the proportion of GFP-negative cells remained >99.7% under both conditions.

Collectively, our experiments indicate that the *Gli3*-mutant FL had increased Hh signaling resulting in decreased B cell development. Furthermore, loss of Shh in vitro and in vivo led to increased B-lineage commitment and development. We propose that Shh signaling either directly or indirectly represses Pax5 expression (most likely by transcriptional activation of a transcriptional repressor of *Pax5*) and that this leads to loss of Pax5’s induction of Ebf1, reduction in both Pax5 and Ebf1 expression, and therefore to the negative regulation of the B lineage development observed.

## Discussion

Here, we showed that Gli3, expressed by the stromal compartment, is required for B cell development in the FL. Mutation of *Gli3* led to an overall reduction in B lineage–committed cells, reduction in the proportion of pre–B cells, and reductions in CLPs and both the CD19^+^B220^−^ B1 progenitor population on E14.5 and the CD19^−^B220^+^ B2 progenitor population on E17.5. *Gli3* mutation additionally reduced expression of B lineage–specifying and –signaling genes within the B220^+^CD19^+^ population, indicating that the effect of *Gli3* mutation is not entirely caused by its influence on CLPs and the earliest B cell progenitors but that it continues to influence the more mature B lineage–committed population. The changes in B cell differentiation in the *Gli3*-mutant FL could be caused by Hh-dependent or Hh-independent effects. We found that loss of Gli3 led to increased *Shh* expression and overall increased Hh signaling in the mouse FL. Thus, Gli3 was acting as a repressor of the Hh pathway in the FL, as observed in the development of other cells and tissues, such as the neural stem cells, vertebrate limb bud, and thymus (te Welscher et al., 2002; Hager-Theodorides et al., 2009; Petrova et al., 2013; Saldaña et al., 2016). Treatment of Gli3-deficient FLOCs with rHhip (to neutralize endogenous Hh proteins) increased B cell development, and therefore, the reduction in B cell development in the Gli3 mutants was Hh dependent and caused by increased Shh expression in the Gli3^−/−^ FL.

In contrast, the Shh-deficient FL had increased B lineage commitment and B cell differentiation, demonstrating that Shh negatively regulates B cell development in vivo. We showed that both *Shh* transcription in FL stroma and Hh signaling to B-lineage cells are increased in the Gli3-deficient FL and that Shh negatively regulates B cell development by signaling directly to developing hematopoietic cells, as Hh-target genes were up-regulated in the Gli3^−/−^ CD19^+^B220^+^ population, and the Hh-reporter transgenic FL showed increased GFP expression in the Gli3^−/−^ CD19^+^ population.

Expression of the master regulators of B cell development, Ebf1 and Pax5, was reduced in the Gli3-deficient FL but increased in the Shh-deficient FL, and treatment of WT FLOCs with Hhip to neutralize endogenous Hh molecules in the cultures increased the proportion of Ebf1^+^Pax5^+^ cells and increased transcription of both *Ebf1* and *Pax5* within the CD19^+^ population, whereas rShh treatment had the opposite effect. The Ebf1^+^Pax5^−^ population showed high Hh-mediated transcription in the Hh-reporter transgenic FL, and therefore, we proposed that Shh signaling within the Ebf1^+^Pax5^−^ cells reduced expression of Pax5, thereby also reducing the Pax5-dependent induction of Ebf1 expression, leading to an overall reduction in B cell development.

Shh signaling from follicular dendritic cells to B cells in the adult spleen has been shown to promote B cell survival and function (Sacedón et al., 2005), and in the adult BM, components of the Hh signaling pathway are expressed in developing B cells (Heng et al., 2008; Cooper et al., 2012). However, conditional deletion of *Smo* from the B cell lineage did not influence B cell development in the adult BM (Cooper et al., 2012). Our study demonstrates that the Hh signaling pathway is active in developing fetal B cells and regulates B cell development in the FL. Therefore, there may be tissue- or life stage–specific differences in the function of Hh signaling between FL and adult BM. Alternatively, it is possible that Hh pathway activation is noncanonical (Smo independent) in B-lineage cells, which do not have primary cilia, or that a balance between canonical and noncanonical signaling may exist, as described in osteoblast differentiation (Yuan et al., 2016).

Our genome-wide RNA sequencing data from the sorted CD19^+^B220^+^ population in the *Gli3* mutants revealed many differentially expressed genes between Gli3^−/−^ and WT. Many Hh-target genes (e.g., *Stmn1*, *Hdac3*, *Hoxa4*, *Hmgb2*, *Bmi1*, and *Cul4a*) were up-regulated in the *Gli3* mutants, consistent with the increased Hh-mediated transcription measured using the GBS-GFP reporter and confirming that Shh signals directly to developing B cells.

In contrast, many B cell signaling pathway genes involved in NF-κB activity (*Nfkbid*, *Nfkbiz*, and *Tnfaip3*), MAPK signaling (*MapKapk2* and *Map3k3*), and components of AP-1 (*Junb* and *Fosb*) were decreased in the *Gli3* mutant. These pathways are required for pre-BCR and BCR signaling (Feng et al., 2004; de Gorter et al., 2007). In addition, *Tnfaip3* regulates marginal zone and B1 cell development in the adult (Chu et al., 2011), and we observed a reduction in B1 progenitor cells in the E14.5 Gli3^−/−^ FL. Interestingly, Hh-mediated transcription in developing and mature T cells also represses expression of genes that regulate activity of NF-κB, MAPK, and AP1, leading to reduced pre-TCR and TCR signaling (Rowbotham et al., 2007, 2009; Furmanski et al., 2012, 2015; Barbarulo et al., 2016).

In addition to the decreased transcription of genes associated with pre-BCR and BCR signaling, the RNA sequencing revealed a significant decrease in key transcriptional regulators of B cell differentiation including *Ebf1*, *Foxo1*, *Runx1*, and *Irf4* (Dengler et al., 2008; Niebuhr et al., 2013). 

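*Runx1* (chromosome 16 of GRCm38, from 92601466 to 92826149), which acts before commitment and in B cell progenitors, was at 21.8 ± 0.415 RPKM in WT, 20.1 ± 0.213 in Gli3+/-, and 20.5 ± 0.0900 in Gli3-/- (SD, n = 2 libraries per genotype). All 4 mutant libraries were below both WT libraries. Its log2 fold change in limma was −0.09 in Gli3-/- against WT (standard error 0.07, adjusted p = 0.667) and −0.10 in the mutants together (adjusted p = 0.485). Those of *Ebf1*, *Foxo1*, and *Irf4* in the mutants together were −0.19 (adjusted p = 0.356), −0.21 (adjusted p = 0.238), and −0.70 (adjusted p = 0.111). *Pax5* was at 228 ± 7.19 RPKM in WT, 213 ± 17.4 in Gli3+/-, and 214 ± 7.97 in Gli3-/-, a log2 fold change of −0.10 (adjusted p = 0.710) in Gli3-/- against WT, and −0.06 without WT replicate 2 or without Gli3-/- replicate 2. The ETS factor gene *Erg* was at 121 ± 1.47 in WT and 107 ± 1.62 in Gli3-/-. A list of 19 B lineage transcription factors includes *Ebf1*, *Foxo1*, *Irf4*, and *Runx1*. The study chose those genes on these libraries, so the list is not independent evidence. Of the 19, 15 had a negative log2 fold change in Gli3-/- against WT, with a median of −0.06. None passed the adjusted threshold, over all genes or adjusted over the list alone. Camera gave an adjusted p of 0.0208, and adjusted p = 0.666 with an estimated correlation. It was 0.0598 without WT replicate 2, with a median of −0.10, and 0.0871 without Gli3-/- replicate 2, with a median of −0.08. Without Gli3-/- replicate 1 the median was −0.10. All 19 were negative in Gli3+/- against WT, with a median of −0.11 (adjusted p = 6.4e-04, and adjusted p = 0.496 with an estimated correlation), which was −0.20 without Gli3+/- replicate 1 and −0.04 without Gli3+/- replicate 2 (adjusted p = 0.189). In the mutants together 16 were, with a median of −0.10 (adjusted p = 0.00157, and adjusted p = 0.544 with an estimated correlation). In both comparisons 1 gene was lower when adjusted over the list alone and 0 over all genes.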

*Ebf1* is required from the early CLP stage to the late mature stages of B cell development (Roessler et al., 2007; Nechanitzky et al., 2013) and, importantly, activates transcription of another key master regulator of B cell development, Pax5. Then, Pax5 promotes Ebf1 transcription, creating a positive feedback loop, which supports all stages of B cell development (Roessler et al., 2007).

We found high Hh pathway activity (measured by GFP expression in the Hh-reporter embryo) in Ebf1^+^Pax5^−^ cells, but GFP expression ceased in the next Ebf1^+^Pax5^+^ population. Both Ebf1 and Pax5 protein and gene expression were reduced by rShh treatment and increased by neutralization of Hh proteins by rHhip treatment in FLOCs, and manipulation of Hh signaling influenced the transition from Ebf1^+^Pax5^−^ to Ebf1^+^Pax5^+^ cell. Therefore, we propose that Shh signaling to developing B cells functions to reduce Pax5 expression, which then breaks the positive feedback loop, leading to reduction in Ebf1 expression. Interestingly, Shh signaling has been shown to interact with and regulate other Pax family members in the development of other tissues (Chi and Epstein, 2002; Blake and Ziman, 2014).

Dysregulated Hh pathway activation is involved in some B cell malignancies (Dierks et al., 2007; Lin et al., 2010), including B cell acute lymphoblastic leukemia (B-ALL; Ramirez et al., 2012; Qu et al., 2013), a common cancer of early childhood, and microarray expression profiles show that Hh pathway components are expressed in human FL and BM (Fig. S1 A; Su et al., 2004). Understanding the function of Hh signaling in normal fetal B cell development and its effect on Pax5 and Ebf1 expression will be important to our understanding of its role in B-ALL. In the future, it will be important to investigate how dysregulated Hh signaling influences Pax5 and Ebf1 activity in B-ALL.

In summary, we show that Gli3 activity in the FL stroma is required for normal B cell development. We showed that Shh signaling directly to B-lineage cells negatively regulates their development.

## Materials and methods

### Mice

C57BL/6 mice were purchased from Envigo. GBS-GFP–transgenic (GBS-GFP-tg) mice were provided by J. Briscoe (Crick Institute, London, England, UK; Balaskas et al., 2012), Vav-iCre-tg by D. Kioussis (National Institute for Medical Research, London, England, UK; de Boer et al., 2003), and Shh^+/−^ mice by P. Beachy (Stanford University School of Medicine, Palo Alto, California; Chiang et al., 1996) and were backcrossed for >12 generations on C57BL/6 mice. *Gli3^fl/fl^*, *Shh^fl/fl^*, and Gli3^+/−^ mice on C57BL/6 background were purchased from The Jackson Laboratory. Time mates were obtained by mating overnight, and the next day was counted as E0.5. Mice were bred and maintained at University College London under UK Home Office regulations, and experiments were approved by the University College London ethical approval committee.

### Flow cytometry, antibodies, and cell purification

FL cell suspensions were made by crushing each FL between two frosted slides. Where stated, red blood cells were lysed using 1× RBC lysis buffer (eBioscience) according to the manufacturer’s instructions. Cells were stained as described previously (Hager-Theodorides et al., 2005) using directly conjugated antibodies from BD, BioLegend, and eBioscience. Data were acquired on a C6 Accuri flow cytometer (BD) and analyzed using FlowJo software (Tree Star). Live cells were gated by forward scatter and side scatter (SSC) profiles. The data represent at least three experiments. In some experiments, CD19^+^ cells were purified using the EasySep biotin magnetic bead positive selection kit (STEMCELL Technologies) according to the manufacturer’s instructions, and RNA was extracted for Q-RT-PCR analysis.

### FLOCs

FLs were extracted from embryos at different stages of development. They were cut into ∼1-mm cubes and cultured on 0.8-µm filters (EMD Millipore) in 1 ml of AIM-V serum-free medium (Invitrogen) in 24-well plates for up to 4-d at 37°C and 5% CO_2_ before analysis. In some experiments, rHhip (Sigma-Aldrich) or rShh (R&D Systems) was added at 1 µg/ml. To allow comparison between litters for statistical analysis, relative numbers or percentages for each genotype or treatment were calculated by dividing by the mean of controls from the same litter (untreated control or WT littermates).

### RNA sequencing and data analysis

FL from WT, Gli3^+/−^, and Gli3^−/−^ embryos (*n* = 2) were dissected on E17.5 and crushed between two frosted slides. The cell suspension was stained using the antibodies CD19-APC and B220-PeCy7, and the double-positive B220^+^CD19^+^ population was FACS sorted. RNA from this population was extracted using an Arcturus PicoPure RNA Isolation kit (Applied Biosystems), and quantity and quality were determined by a Bioanalyzer 2100 (Agilent Technologies).

RNA was sequenced by University College London Genomics on a NextSeq 500 system (Illumina). The sequenced data are publically available in the GEO database under accession no. GSE81467. The RNA sequencing dataset was processed and standardized using the Bioconductor package DESeq2. The Bioconductor package DESeq2 was used to generate normalized estimates of transcript abundance, expressed as RPKM (reads per kilobase of transcript per million mapped reads). Differentially expressed genes were determined using the moderated Ebayes t statistic P < 0.05 from the limma package in Bioconductor. PCA was performed using the CRAN package ade4.

### Q-RT-PCR

RNA extraction and cDNA synthesis were performed as described previously (Sahni et al., 2015). We used the QuantiTect primers for *Gli1*, *Gli2*, *Shh*, *Hhip*, *Gli3*, *Smo*, *Ptch1*, *Ebf1*, and *Pax5* from QIAGEN. The cDNA samples were prepared using the iQ SYBR Green Supermix (Bio-Rad Laboratories) according to the manufacturer’s instructions and run on a iCycler system (Bio-Rad Laboratories). Gene transcript levels were normalized relative to *HPRT*.

For quantification of VH to JH rearrangements, we prepared RNA from FACS-sorted CD19^+^ cells from Gli3^−/−^ and WT E17.5 FL and followed the protocol described by Braikia et al. (2014), using the primers combinations: VH7183-Fw and JH1R; VHJ558-Fw and JH1R; and HS5-Fw1 and HS5-R1 for normalization.

### PCR analysis for genotyping

DNA for PCR analysis was extracted from tissues by digesting in lysis buffer containing 50 mM KCl, 1.5 mM MgCL_2_, 10 mM Tris HCL, pH 8.5, 0.01% gelatin, 0.45% Nonidet P-40, 0.45% Tween 20, and 0.5 µg/ml proteinase K (Sigma-Aldrich) in water. Approximately 1 µg DNA was used as a template in each PCR reaction, using primers for *Shh^−/−^*, *Shh^+/−^*, and *Shh^+/+^* as described by Shah et al. (2004). Gli3^+/+^, Gli3^+/−^, and Gli3^−/−^ were distinguished phenotypically (Johnson, 1967), and genotype was confirmed by PCR as previously described (Hager-Theodorides et al., 2005). *Gli3^fl/fl^*, *Shh^fl/fl^*, and Vav-iCre-tg mice were genotyped as previously described (Saldaña et al., 2016).

### Statistical analysis

Statistical analysis was performed using unpaired two-tailed Student’s *t* tests, and probabilities were considered significant if P ≤ 0.05 (*), P ≤ 0.01 (**), or P ≤ 0.001 (***).

### Online supplemental material

Fig. S1 represents the transcript expression of Hh pathway members (*GLI1*, *GLI2*, *GLI3*, *PTCH1*, *SMO*, and *SHH*) in the human BM and FL and shows transcript expression of Hh molecules (*Shh*, *Ihh*, and *Dhh*) and pathway components *Gli1*, *Gli2*, *Gli3*, *Ptch1*, and *Smo* from the ImmGen database in mouse FL. 

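*Hdac3*, *Cul4a*, and *Stmn1* are in the list of positive PC1 scores in Table S1, and *Ebf1* and *Irf4* are in its list of negative scores. The copy of Table S1 at hand gives gene symbols and no values, and it holds the first 1998 names of the 3000 in its list by eBayes statistics. Of these 1998 genes, 1571 passed the filter of 1 RPKM in 2 libraries. In the deposited values, 846 of them were higher and 725 lower in Gli3-/- than in WT, and 601 had an unadjusted p under 0.05 in limma. In the mutants together, 630 did. Its list of positive PC1 scores held 1501 names, of which 1276 passed the filter, and all 1276 were higher in Gli3-/-. Its list of negative PC1 scores held 1499 names, of which 1176 passed the filter, and all 1176 were lower. In the mutants together, 630 of the first and 689 of the second had an unadjusted p under 0.05. The PC1 lists were drawn from the libraries on which these values rest.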

Table S1 is available as an Excel file and contains a list of 3,000 differentially expressed genes, significant by Ebayes statistics, 1,500 genes with high positive PC1 scores, and 1,500 genes with high negative PC1 scores.

## Supplementary Material

Supplemental Materials

Table S1 (Excel file)

How the deposited data were processed for this re-analysis (not part of the article)

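RNA sequencing data were available for CD19+B220+ B cells sorted by FACS from E17.5 FLs, as 6 libraries, 2 each from WT, Gli3+/-, and Gli3-/- embryos. The sources read here name no deposited values for the other experiments of the paper. The Methods give n = 2 embryos and the sources read here do not name litters, so p-values measure only the spread between these libraries. The sources do not say whether replicate numbers pair the libraries, so the reported fit does not pair them. The deviations of replicates from their genotype's mean correlated across genes by −0.039 between WT and Gli3+/-, −0.132 between WT and Gli3-/-, and 0.256 between the mutant genotypes.

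The authors extracted RNA with a PicoPure kit, sequenced it on a NextSeq 500, aligned the reads to mm10 with TopHat, and used Picard and DESeq2, without versions given. The values the authors deposited are RPKM, with library scaling by DESeq2, 1 value per gene and library. The counting tool, the annotation release, and the read filters are not stated. The table held 20368 genes, of which 15908 had a value above 0 and 4460 were listed at 0 in every library.

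In low genes, the RPKM values of a library are whole multiples of what 1 read is worth. Solving for that step gave whole reads in all 6 libraries for 15907 of 15908 genes, within a tolerance of 0.002 of a read. The method was tested on simulated data, where it gave back 98.8% of 1980 genes exactly. Recovered totals ranged from 15972299 to 18248968 reads per library. A count of 0 allows up to 3 reads per library. Ratios of reads are given for genes with few reads, with exact 95% intervals from the binomial distribution. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only.

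Tests used limma 3.58.1 in R 4.3.3. Values were taken as log2(RPKM + 1), genes with at least 1 RPKM in at least 2 of the 6 libraries were kept (10765 genes), and 1 linear model with genotype as its only term was fitted to all 6 libraries with lmFit and eBayes. The residual degrees of freedom were 3 and the prior degrees of freedom 3.53. Comparisons were Gli3-/- against WT, Gli3+/- against WT, the mean of both mutant genotypes against WT, and Gli3-/- against Gli3+/-. The first 3 share the WT libraries and are not independent. P-values were adjusted with the Benjamini-Hochberg method at 0.05, and the study's threshold, an unadjusted p under 0.05 from eBayes, is given beside it.

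Lists of genes were tested with camera of limma at its preset correlation of 0.01, adjusted over 34 lists, and again with a correlation estimated from the data. They were the genes the study names (Hh genes, B lineage genes, signaling genes, and IL-7 pathway genes), textbook lists (Hh pathway, B lineage transcription factors, pre-BCR complex, V(D)J recombination, later B cell genes, IL-7 and STAT5 genes, immediate early, heat shock, NF-κB, interferon, DNA replication, and mitosis genes, and reference genes), families by symbol (histones, ribosomal proteins, respiratory chain, proteasome, and silent receptor families), and markers of other cells (eosinophil, neutrophil, erythroid, macrophage, megakaryocyte, mast cell and basophil, hepatocyte, T and NK cell, plasmacytoid dendritic cell, stroma, and progenitor markers, and sex-linked genes). The study chose its own lists on these libraries, so they are not independent evidence. With an estimated correlation and 3 residual degrees of freedom, the smallest unadjusted p from camera in Gli3-/- against WT was 0.0117. No list was called there after adjustment, large changes included, and the power of that setting was not measured. Members of a list can move together between libraries. The erythroid markers had medians of −0.35 and 0.35 from the WT mean in WT replicates 1 and 2. The preset correlation of 0.01 may then be too low and its p-values too small. Lists called at the preset only are not settled.

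The lists, the tests, the filter, the pseudocount, and the alternatives were set before the data were examined. So was the rule for naming genes. It takes every gene the study names in its sequencing results, the 10 genes with the largest rise and the 10 with the largest fall in Gli3-/- against WT among those past the adjusted threshold, filled up by smallest unadjusted p, and up to 4 members of each list with the largest change. The names in Table S1 and the values in Fig. 6 had been seen by then. A few further genes (*S100a9*, *S100a8*, *Ngp*, *Hbb-b1*, *Cd79a*, *Igll1*, *Vpreb1*, *Alox15*, *Il5ra*, *Erg*, *Kit*, *Cd2*, and *Ddx3y*) and the 15 genes that passed in the mutants against WT were named after their values were seen.

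PCA was run on the same log2 values, centered and scaled to unit variance, which is the default of ade4, the package the study names. Alternatives were a pseudocount of 0.1, no filter, a filter of 5 RPKM, a mean-variance trend in eBayes, quantile normalization, rescaling by the median ratio, replicate number as a block, only the 2 genotypes compared, each library left out in turn, and PCA without scaling. Voom weights of limma on the recovered reads were added after the data were seen. Where 1 library was left out, the lone library of its genotype was assumed to vary like the other groups.

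Data were simulated with 2 libraries per group and independent noise between genes. The variances were those already moderated by eBayes, shuffled among genes. The test called 69.3% of genes with a true log2 fold change of 0.5 and 98.9% of those with 1, against 0.12% of unchanged genes. Shuffling removes the link between a gene's level and its spread, so these rates need not hold for the real genes. Camera called 0 of 680 lists of unchanged genes there, which does not cover correlated genes. Gene positions are from GENCODE release M21 on GRCm38, which matched 20028 of 20368 identifiers. Other steps used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9.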

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

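All tests of explanations in this part were chosen after the results were seen.

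In the mutants together against WT, 8 genes rose at an adjusted p under 0.05 in limma. They were the histone genes *Hist1h4i* (log2 fold change 1.71) and *Hist1h4a* (1.10) and the eosinophil granule genes *Prg3* (0.90), *Prg2* (0.96), *Ear6* (0.96), *Ear2* (0.97), *Ear1* (1.07), and *Epx* (1.01). None of the 8 was called without WT replicate 1, Gli3-/- replicate 1, or Gli3-/- replicate 2, where the count of genes called was 0.

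In Gli3-/- against WT, camera also called groups higher at its preset correlation, none of them with an estimated correlation. DNA replication genes had a median log2 fold change of 0.08, with *Gins1* at 0.29 and *Fen1* at 0.28 (0.19 without WT replicate 1). Mitosis genes were at 0.19, with *Cdc25c* at 0.34 and *Nusap1* at 0.37. Ribosomal protein genes were at 0.0759, and at 0.04 without WT replicate 2 (adjusted p = 0.275) and 0.01 after quantile normalization (adjusted p = 0.717). Respiratory chain genes were at 0.10 and proteasome genes at 0.0778, the latter at 0.03 without Gli3-/- replicate 2 (adjusted p = 0.0638). Erythroid markers were at 0.57, with *Epor* at 0.77, *Gypa* at 0.69 (0.34 without WT replicate 1, 1.03 without WT replicate 2, and 0.38 without Gli3-/- replicate 1), and *Blvrb* at 0.60, and the group was at 0.20 without WT replicate 1 and 0.92 without WT replicate 2.

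Eosinophil markers had a median log2 fold change of 0.95 in Gli3-/- against WT and 0.94 in Gli3+/- against WT, and *Prg2* was at 114 ± 5.77 RPKM in WT and 227 ± 18.5 in Gli3-/- (SD, n = 2). A lower share of B cells in the sort would raise the markers of every other cell type alike, but the neutrophil markers stood at −0.0133 (SD 0.19 over 13 genes), while erythroid, megakaryocyte, and macrophage markers were at 0.57, 0.35, and 0.21. Neutrophil markers in Gli3+/- against WT were at 0.0981 (SD 0.32, adjusted p = 0.0461, and 0.644 with an estimated correlation) and megakaryocyte markers at 0.28 (adjusted p = 0.0267, and 0.538 with an estimated correlation), neither called without WT replicate 1 or Gli3+/- replicate 2, and the neutrophil median lay below the eosinophil median by more than the spread there as well. Reads shared between the *Ear* paralogs would leave other granule genes in place, but *Prg2*, *Prg3*, and *Epx* had a median of 0.98. More cells of the eosinophil lineage, or more of their RNA, in the mutant samples stays open. The sort for CD19 and B220 selects against such cells, but transcripts of other blood cells were present in every library. The log2 fold changes of the 9 markers in either mutant genotype went from −0.0853 to 1.09, but the markers near 0 were close to the filter, as *Il5ra* at 1.59 RPKM in WT and 1.87 in Gli3-/-, and do not decide it.

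Histone genes had a median log2 fold change of 0.66 in Gli3-/- against WT, with *Hist1h1a* at 1.65 and *Hist1h2bj* at 1.76. A bias toward short transcripts would move other short genes, but the shortest 1072 of the other genes had a median of 0.0788, with a 75th percentile of 0.17. A larger share of cells in S phase stays open. The DNA replication genes were at 0.0775, with an SD of 0.0933 between the 24 genes. Of these, 23 were positive (adjusted p = 2.8e-04 from camera, and 0.337 with an estimated correlation). In 12 of the 24, all 4 mutant libraries were above both WT libraries, which held for 13.0% of all genes tested. Their rise was shared but small beside that of the histone genes, which neither shows nor excludes a larger share in S phase. Most histone transcripts lack a poly(A) tail, and the sources do not state how RNA was selected, so a difference in RNA selection stays open and was not tested.

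Immediate early genes had a median log2 fold change of −0.38 in Gli3-/- against WT and were lower in all 4 mutant libraries. Fewer myeloid cells in the mutant samples would lower myeloid markers as well, but the neutrophil and macrophage markers had a median of 0.0574 (SD 0.25 over 27 genes). Cell handling before the sort and a loss of receptor signaling cannot be told apart, since the heat shock genes that would mark handling stood at 0.0193 with an SD of 0.34, and at −0.0726 in Gli3+/- against WT (SD 0.21, adjusted p = 0.0489, and 0.644 with an estimated correlation), which was 0.00418 without WT replicate 1 (adjusted p = 0.853). An effect that grows with each lost *Gli3* copy would put Gli3-/- below Gli3+/-. The median of that comparison was 0.18, with 26 of 28 genes positive, so no such growth was seen (adjusted p = 8.5e-07 from camera, and 0.745 with an estimated correlation). It ranged from 0.09 to 0.29 with any 1 library left out. The libraries overlapped, at −0.59 and −0.39 in Gli3+/- and −0.37 and −0.40 in Gli3-/-, so growth is not excluded.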

How the results depend on the processing

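The voom alternative was chosen after the results were seen, and the others before. Without 1 library, the lone library of that genotype was assumed to vary like the others. The cause of the changes below was not tested, except that settings without 1 library have fewer samples.

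Genes passing the adjusted threshold in Gli3-/- against WT, 2 in the reported fit, were 0 without a filter, 4 at a filter of 5 RPKM, 6 with a trend in eBayes, 0 with a replicate block, 1 with only the 2 genotypes, and 0 to 3 without 1 library. At the unadjusted threshold they were 1091, 1553 without a filter, and 518 (without WT replicate 1) to 1492 (without WT replicate 2) without 1 library. In Gli3+/- against WT, 6 passed, and 0 with a pseudocount of 0.1, no filter, quantile normalization, median ratio scaling, a replicate block, or only the 2 genotypes, 21 at 5 RPKM, 35 with a trend, and 74 with voom weights. Without 1 library they were 0 to 146, the highest without WT replicate 2. At the unadjusted threshold they were 1483, 1920 without a filter, and 670 to 1779 without 1 library. In the mutants together, 15 passed, and 2 with a pseudocount of 0.1, 0 without a filter, 24 at 5 RPKM, 35 with a trend, 4 after quantile normalization, 4 with a replicate block, 76 with voom weights, and 0 to 142 without 1 library. At the unadjusted threshold they were 1594, 2026 without a filter, and 598 to 1800 without 1 library. A fit of only the genotypes compared is not possible there. Gli3-/- against Gli3+/- gave 0 in every setting, and at the unadjusted threshold 507, 835 without a filter, and 285 to 1022 without 1 library.

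PC1 held 34.6% of the variance, 30.6% without a filter, 44.6% without scaling, and 33.7% to 39.9% without 1 library. The WT libraries lay below all mutant libraries on PC1 in each. Without WT replicate 1 PC1 did not set WT apart, with WT replicate 2 at −42.0 and Gli3-/- replicate 1 at −40.9.

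Of 34 lists, 16 were called in Gli3-/- against WT, 13 to 17 without 1 library, and 0 with an estimated correlation. Medians do not change with that setting, so the study's Hh genes (0.10), B lineage genes (−0.41), and signaling genes (−0.43), the Hh pathway (−0.12), B lineage transcription factors (−0.0556), immediate early genes (−0.38), and NF-κB genes (−0.26) lost their call only. The smallest unadjusted p from camera was 0.0117 there, with 3 residual degrees of freedom. Every called list lost its call there, so a lost call does not tell strong lists from weak ones. The power of that setting was not measured. The Hh pathway median was −0.0257 without a filter and −0.0903 at 5 RPKM, both without a call, and −0.17 to −0.0789 without 1 library. The study's Hh genes lost their call at 0.0587 after quantile normalization and at 0.10 with a replicate block, and ranged over 0.0827 to 0.13 without 1 library. B lineage transcription factors ranged over −0.0994 to −0.0499.

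Directions reversed after quantile normalization for the pre-BCR complex (−0.0495), heat shock genes (−0.0248), reference genes (−0.0211), *Tcf3* (−0.0604), *Cd19* (−0.0141), *Cd79a* (−0.0420), *Igll1* (−0.0448), and *Vpreb1* (−0.0477), after median ratio scaling for *Tcf3* (−0.00428), and without a filter for plasmacytoid dendritic cell markers (−0.0231). Without 1 library, ranges that crossed 0 were −0.0209 to 0.0249 for the pre-BCR complex, −0.14 to 0.0830 for later B cell genes, −0.0347 to 0.10 for heat shock, −0.14 to 0.0286 for neutrophil, −0.21 to 0.20 for mast cell and basophil, −0.53 to 0.41 for sex-linked, −0.0501 to 0.17 for interferon, −0.0292 to 0.15 for T and NK, and −0.22 to 0.00372 for stroma genes.

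Among genes, ranges without 1 library crossed 0 at −0.38 to 0.0758 for *Ptch1*, −0.0679 to 0.0455 for *Smo*, −0.0527 to 0.0527 for *Tcf3*, −0.00816 to 0.0903 for *Il7r*, −0.13 to 0.0221 for *Pik3ca*, −0.0910 to 0.0342 for *Myb*, −0.0773 to 0.48 for *Bcl2l1*, −0.75 to 0.16 for *Ddx3y*, −1.90e-04 to 0.29 for *Il5ra*, −0.0813 to 0.0618 for *S100a8*, −0.0836 to 0.0571 for *S100a9*, and −0.0284 to 0.0548 for *Vpreb1*. Of 86 genes named, 71 kept their direction in all alternatives and 15 did not, and of 1284 pairs of a gene and an alternative 1260 had the same direction. At a filter of 5 RPKM, the mast cell and basophil, megakaryocyte, plasmacytoid dendritic cell, silent receptor, stroma, and T and NK lists kept fewer than 3 members and gave no value.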

Differences from the paper's values

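The voom setting named here was chosen after seeing the values, and the other alternatives before the data were examined.

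The paper's share of variance on PC1 is 60%, against 34.6% here. With genes centered but not scaled the share was 44.6%, within 1.5 times the paper's value. The other alternatives did not come within it, with 34.5% at a pseudocount of 0.1, 30.6% without a filter, 36.1% at a filter of 5 RPKM, 34.7% after quantile normalization, and 33.7% to 39.9% with 1 library left out.

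The paper's list of genes significant by eBayes statistics holds 3000 genes, and its stated threshold is a p under 0.05. Here 1091 genes passed that threshold in Gli3-/- against WT and 1594 in the mutants together against WT, and the paper does not tie the list to 1 comparison, though its Discussion speaks of differences between Gli3-/- and WT. Without a filter on low values, 2026 passed in the mutants together, within 1.5 times the paper's value. No other alternative came within it, and none did in Gli3-/- against WT, where the highest count was 1553, without a filter.

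The paper's intersection of its PC1 and eBayes genes holds 1122 genes. With the mutants together against WT, 2034 genes were shared here, and 1711 to 2218 under the alternatives, none within 1.5 times the paper's value. With Gli3-/- against WT, 1596 genes were shared, which is within it, as were 1284 without a filter, 1599 at a pseudocount of 0.1, and 1598 after quantile normalization. At a filter of 5 RPKM, 1792 were shared, which is not.

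The paper states that *Gli1*, *Hdac3*, and *Smo* are higher in the *Gli3* mutants. *Smo* had a log2 fold change of −0.01 in Gli3-/- against WT and 0.04 in the mutants together, and *Hdac3* one of 0.08 in both. Neither had an unadjusted p under 0.05 in any setting. *Gli1* had 7 reads in Gli3-/- and 3 in WT, and the exact interval of their ratio included 1. All 3 had positive PC1 scores, as the paper states.

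The paper states that 6 target genes of Shh in other tissues are up-regulated in the mutants. All 6 had higher mean values here in both mutant genotypes. Only *Cul4a* had an unadjusted p under 0.05, in Gli3+/- against WT and in the mutants together. *Cul4a* passed in Gli3-/- against WT without a filter, with a trend in eBayes, and with voom weights. *Hoxa4* passed only without a filter, and *Hmgb2* without Gli3+/- replicate 2, each in Gli3+/- against WT and in the mutants together. With voom weights, chosen after seeing the values, *Stmn1* and *Hmgb2* passed in the same 2 comparisons. *Hmgb1* and *Bmi1* passed in no setting. Voom weights dropped 1 gene that Fig. 6 names and that passed here, *Elk1*.

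The paper names 24 genes, the 6 above among them, as shared by its PC1 and eBayes selections, and 23 passed the filter. In the PC1 ranking here, 15 of the 23 were among the 1500 genes of the matching end and 8 were not. The copy of Table S1 at hand does not list *Irf4* among the shared genes, and without it 14 of 22 were. *Stmn1* (1816), *Hmgb2* (2364), *Bmi1* (2690), and *Hmgb1* (2848) were outside the 1500 genes of the positive end, and *Nfkbiz* (1591), *Klf2* (1760), *Fosb* (1857), and *Egr1* (2356) outside those of the negative end. *Hoxa4* was below the filter.

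The paper states a significant decrease of *Ebf1*, *Foxo1*, *Runx1*, and *Irf4*. All 4 were lower here in every mutant library, and *Foxo1* and *Irf4* had an unadjusted p under 0.05 in Gli3-/- against WT. *Ebf1* and *Runx1* did not, with log2 fold changes of −0.17 and −0.09 (adjusted p = 0.554 and 0.667 in limma). *Ebf1* passed in Gli3-/- against WT only with voom weights, chosen after seeing the values and without *Elk1* among the genes they call. In Gli3+/- against WT and in the mutants together, it passed with a trend in eBayes, after quantile normalization, with a replicate block, without Gli3+/- replicate 1, and with voom weights, and in the mutants together also at a filter of 5 RPKM. *Runx1* passed only without a filter, in Gli3+/- against WT and in the mutants together.

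The paper states that *Dusp3* and *Mapkapk2* are lower in the mutants. Both had lower mean values here, with log2 fold changes of −0.19 and −0.14 in Gli3-/- against WT, and neither had an unadjusted p under 0.05. *Dusp3* passed only without WT replicate 2. *Mapkapk2* passed without Gli3+/- replicate 1 in Gli3+/- against WT and in the mutants together, and in the latter with voom weights, chosen after seeing the values and without *Elk1* among the genes they call.

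The paper states no difference between genotypes in 9 genes of E2A and the IL-7 pathway, of which 8 passed the filter. None of the 8 had an unadjusted p under 0.05 in Gli3-/- against WT. *Il2rg* had one in Gli3+/- against WT (log2 fold change −0.26) and in the mutants together (−0.19). With 1 library left out, so did *Bcl2l1* (without WT replicate 2, all 3 comparisons), *Myb* (without Gli3+/- replicate 1, in Gli3+/- against WT and in the mutants together), and *Pik3ca* (without Gli3+/- replicate 1, in Gli3+/- against WT).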

Other observations

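The genes named in this part were chosen after their values were seen, and the list tests before.

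Progenitor markers had a median log2 fold change of −0.16 in Gli3-/- against WT (adjusted p = 0.194 from camera). It was −0.22 at a filter of 5 RPKM (adjusted p = 0.0154), and ranged from −0.19 to −0.02 with 1 library left out. *Kit*, which encodes the stem cell factor receptor, was at 26.9 ± 2.39 RPKM in WT, 26.5 ± 0.254 in Gli3+/-, and 22.9 ± 0.300 in Gli3-/- (SD, n = 2), a log2 fold change of −0.22 against WT, and −0.13 without WT replicate 1. Megakaryocyte markers were at 0.35 (adjusted p = 0.322 from camera, and 0.0383 with only the 2 genotypes). In Gli3+/- against WT they were at 0.28 (adjusted p = 0.0267, and 0.538 with an estimated correlation). That median was 0.26 without WT replicate 1, 0.48 without Gli3+/- replicate 1, and 0.01 without Gli3+/- replicate 2. Interferon genes were at 0.06 (adjusted p = 0.354), and at 0.17 without Gli3-/- replicate 2 (adjusted p = 0.00656).

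Mast cell and basophil markers were at −0.03 (adjusted p = 0.853), T and NK cell markers at −0.02 (adjusted p = 0.667), plasmacytoid dendritic cell markers at 0.09 (adjusted p = 0.354), and silent receptor families at −0.13 (adjusted p = 0.289). *S100a8* and *Ngp*, which neutrophils express, were at 786 ± 55.1 and 759 ± 32.7 RPKM in WT and at 779 ± 21.9 and 709 ± 21.6 in Gli3-/-. The lipoxygenase gene *Alox15* was at 4.54 ± 0.617 in WT, 8.06 ± 0.335 in Gli3+/-, and 7.74 ± 1.75 in Gli3-/-.

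*Cd2*, which encodes an adhesion receptor of lymphocytes, had a log2 fold change of 0.64 in Gli3-/- against Gli3+/- (adjusted p = 0.998 in limma). The heat shock gene *Hspa1b*, a near-identical paralog of *Hspa1a* that can share its reads, was at 95.6 ± 33.7 RPKM in WT, 103 ± 18.2 in Gli3+/-, and 153 ± 24.6 in Gli3-/-, a log2 fold change of 0.71 in Gli3-/- against WT, 1.07 without WT replicate 1, and 0.35 without WT replicate 2.

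Sex-linked genes had a median of −0.05 in Gli3-/- against WT (adjusted p = 0.905). The Y-linked gene *Ddx3y* was at 0 RPKM in Gli3+/- replicate 2 and between 5.99 and 13.9 in the other 5 libraries. The median of the sex-linked genes in Gli3+/- replicate 2 was −3.11 from the WT mean. Hepatocyte markers lay 0.92 above the WT mean in that library, and at −0.23 in Gli3+/- replicate 1. Neither sex nor cell composition was a term of the fit. Results for Gli3+/- and for the mutants together thus include whatever sets Gli3+/- replicate 2 apart.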
